# The NADase CD38 is a central regulator in gouty inflammation and a novel druggable therapeutic target

**DOI:** 10.1007/s00011-024-01863-y

**Published:** 2024-03-16

**Authors:** Paulo Gil Alabarse, Patricia Oliveira, Huaping Qin, Tiffany Yan, Marie Migaud, Robert Terkeltaub, Ru Liu-Bryan

**Keywords:** CD38, NAD^+^, Macrophages, Gout, Inflammation

## Abstract

**Objectives:**

Cellular NAD^+^ declines in inflammatory states associated with increased activity of the leukocyte-expressed NADase CD38. In this study, we tested the potential role of therapeutically targeting CD38 and NAD^+^ in gout.

**Methods:**

We studied cultured mouse wild type and CD38 knockout (KO) murine bone marrow derived macrophages (BMDMs) stimulated by monosodium urate (MSU) crystals and used the air pouch gouty inflammation model.

**Results:**

MSU crystals induced CD38 in BMDMs in vitro, associated with NAD^+^ depletion, and IL-1β and CXCL1 release, effects reversed by pharmacologic CD38 inhibitors (apigenin, 78c). Mouse air pouch inflammatory responses to MSU crystals were blunted by CD38 KO and apigenin. Pharmacologic CD38 inhibition suppressed MSU crystal-induced NLRP3 inflammasome activation and increased anti-inflammatory SIRT3–SOD2 activity in macrophages. BMDM RNA-seq analysis of differentially expressed genes (DEGs) revealed CD38 to control multiple MSU crystal-modulated inflammation pathways. Top DEGs included the circadian rhythm modulator *GRP176*, and the metalloreductase *STEAP4* that mediates iron homeostasis, and promotes oxidative stress and NF-κB activation when it is overexpressed.

**Conclusions:**

CD38 and NAD^+^ depletion are druggable targets controlling the MSU crystal- induced inflammation program. Targeting CD38 and NAD^+^ are potentially novel selective molecular approaches to limit gouty arthritis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00011-024-01863-y.

## Introduction

In gout, flares of severely painful inflammatory arthritis intersect with metabolism, and macrophage activation [1–3]. Gout represents a major public health problem, and severe flares commonly lead to physical incapacity, emergency department visits, and hospitalization [1]. Moreover, recent gout flare is a major risk factor for non-lethal and lethal myocardial infarction and stroke as subsequent cardiovascular events [4].

Gout flares are principally prevented and treated with nonselective, frequently toxic drugs (colchicine, NSAIDs, and corticosteroids). Gout flares are a phenotype of the acute inflammatory response to deposits of monosodium urate (MSU) crystals. Interaction of MSU crystals with resident cells such as macrophages induces acute inflammation in large part via induction of NF-κB and NLRP3 inflammasome activation, and consequent release of inflammatory cytokines [5–7]. Evolving strategies to treat flares with biologic agents that selectively target IL-1β and the NLRP3 inflammasome have illustrated the impact of the current understanding of the molecular mechanisms involved in gouty inflammation [8].

This study focuses on nicotinamide adenine dinucleotide (NAD^+^) metabolism as a potentially selective molecular target niche for gouty inflammation. NAD^+^ is a necessary cofactor and key metabolite in pathways involved in cellular energy homeostasis and adaptive responses of cells to bioenergetic stressors including inflammation and aging [9, 10]. Intracellular NAD^+^ levels are significantly affected by environmental stimuli (9, 10) and diverse cell stressors [9, 10]. For example, intracellular depletion of (NAD^+^) is promoted by aging and inflammatory diseases [9, 10]. In turn, NAD^+^ depletion promotes aging-related tissue damage and inflammation, partly mediated by priming of NLRP3 inflammasome activation in macrophages [11, 12]. As such, boosting cellular NAD^+^ levels are an emerging, broadly investigated, and selective molecular approach to diseases of aging and inflammation [9, 10].

Changes in cellular NAD^+^ levels are related to NAD^+^ biosynthesis and/or degradation. Most NAD^+^ is synthesized through the salvage pathway from nicotinamide (NAM), the by-product of NAD^+^ degradation [9, 10], which can be promoted by Cluster of differentiation 38 (CD38) [9, 10, 13]. CD38 has both NAD^+^ glycohydrolase and ADP-ribosyl cyclase activities, and thereby catalyses production of ADP-ribose (ADPR), cADPR, and NAM [9, 10, 13]. That said, CD38 NAD^+^ glycohydrolase “NADase” function represents > 90% of CD38 enzyme activity [10, 13]. CD38 is the principal NADase in mammalian tissues [10, 13], evidenced by tissue NAD^+^ levels being 10- to 20-fold higher in CD38 knockout (KO) compared to wild type (WT) mice [13]. In addition, overall NADase activity is attenuated in CD38KO mice [13].

CD38 is ubiquitously expressed in all immune cells including macrophages [14–16]. CD38 expression increases in diseases associated with inflammatory conditions [14–16]. A recent study showed that MSU crystals up-regulate CD38 and reduce intracellular NAD^+^ levels in human and mouse macrophages in vitro [17]. NAD^+^ degradation by CD38 is strongly linked to reduced activities of NAD^+^-dependent protein deacetylase family of sirtuins (SIRTs) [9, 10]. In this regard, MSU crystal-induced inflammation is more severe in SIRT1^+/−^ compared to WT mice [18]. Activation of SIRT1 suppresses MSU crystal-induced inflammatory responses [18, 19]. Since resident macrophages initiates and drives inflammation in response to MSU crystals [5–7] and that CD38 is responsible for NAD^+^ decline in inflammatory macrophages [14–16], we investigated the role of CD38 and NAD^+^ in macrophage responses to MSU crystals and in a model of acute gouty inflammation.

## Materials and methods

### Reagents

All chemicals were from Sigma-Aldrich (St. Louis, MO) unless otherwise indicated. Apigenin and 78c were obtained from MedChemExpress (Monmouth Junction, NJ). CD38 (# ab108403, RRID:AB_10890803) and acetylated SOD2 (K68) (#ab137037, RRID:AB_2784527) antibodies were from Abcam (Waltham, MA). NLRP3 (#15101, RRID:AB_2722591), caspase-1 (#24232, RRID:AB_2890194), SIRT3 (#5490, RRID:AB_10828246) and SOD2 (#13141, RRID:AB_2636921) antibodies were from Cell Signaling Technology, Inc (Danvers, MA). Cleaved caspase-1 (p10) antibody (#AG-20B-0044-C100, RRID:AB_2490253) from Adipogen Life Sciences (San Diego, CA).

### Preparing MSU crystals

MSU crystals were prepared under pyrogen-free conditions. In brief, 4 g uric acid pretreated for 2 h at 200 °C was dissolved in 775 ml of sterile deionized water and 25 ml sodium hydroxide (NaOH), which was then heated to 60 °C and adjusted to pH 7.5 with NaOH to let uric acid completely dissolved. The solution was left at room temperature overnight to allow formation of MSU crystals. The crystals were recovered by centrifugation, washed with 75% ethanol once followed by distilled water once, dried at 60 °C and resuspended in sterile PBS at 25 mg/ml. Crystal shape and birefringence were assessed by polarized light microscopy. MSU crystals were confirmed to be free of detectable endotoxin contamination (< 0.01 endotoxin Units/ml) by the limulus amebocyte lysate (LAL) assay using the Pierce™ Chromogenic Endotoxin Quant Kit (#A39552S, ThermoFisher, Waltham, MA).

### Frozen human whole blood and peripheral blood mononuclear cells (PBMCs)

The frozen human whole blood samples from healthy individuals were given by Dr. Jacob Karsh, University of Ottawa, Ottawa, Canada. The frozen human whole blood and PBMC pellet samples of gout patients from the UAB Rheumatology Arthritis Database and Repository (RADAR) cohort were provided by Dr. S.L. Bridges at University of Alabama, Birmingham, Alabama (UAB), USA.

All these samples were de-identified. The whole blood samples were obtained by collecting venous blood into BD Vacutainer Venous Blood Collection Tubes containing spray-dried K2 EDTA. The Ficoll-Hypaque density centrifugation method was used to isolate PBMCs from venous whole blood. All procedures were performed with institutionally peer reviewed, approved protocols.

### Mice

CD38KO (RRID: IMSR_JAX:003727) and WT mice (either male or female) on the C57BL6/J background were used for the study. All animal procedures were humanely performed with institutionally peer reviewed, approved protocols at VA San Diego.

### Subcutaneous air pouch model

The murine air pouch is a bursa-like space with the formation of a connective tissue cavity lined with cells which both structurally and functionally resembled synovial lining cells [20]. Injection of monosodium urate (MSU) crystals into the pouch elicits an acute inflammatory response like human gout [21]. Air pouches were generated on the back of 8–10-week-old mice by subcutaneous injection of 3 ml sterile-filtered air. Pouches were re-inflated on day 4 with an additional 3 ml filtered air. On day 7, MSU crystals (3 mg) in 1 ml of sterile, endotoxin-free PBS were injected into the pouch. Where indicated, apigenin (20 mg/kg/day) or nicotinamide riboside (NR) (400 mg/kg/day) were orally administered (gavage) to mice daily 3 days before injection of MSU crystals. Mice were euthanized 6 h after MSU crystal injection. For each mouse, 2 ml PBS containing 5 mM EDTA was injected into the pouch followed by gentle massage. Pouch fluid was then collected with syringes, and numbers of cells in pouch fluid were counted manually using a hemocytometer. After centrifugation of pouch fluid, supernatant was harvested and subjected to ELISA analysis of cytokines. The sample size of the air pouch model study was determined according to the design of 2 independent study groups (e.g., MSU vs. MSU + apigenin). N = 9 per group was calculated based on the mean difference of 0.5 (50%) between 2 groups with the standard deviation of 0.35, alpha (two sided) level of 0.05 and power of 80%.

### Histological and immunohistochemical (IHC) analysis of air pouch tissue

Air pouch tissues were dissected, fixed (in 10% formalin), embedded and sectioned for histological analysis by staining with Hematoxylin and Eosin Stain kit (#H-3502, Vector Lab, Newark, CA). Inflammation of pouch linings was evaluated semi-quantitatively based on hyperplasia/enlargement of lining layer and inflammatory cell infiltration with 0 = normal, 1 = mild, 2 = moderate, and 3 = severe changes. Pouch lining CD38 expression was examined by IHC analysis using a rabbit CD38 polyclonal antibody (#A13611, ABclonal, Woburn, MA).

### Isolation and culture of mouse bone marrow derived macrophages (BMDMs)

Briefly, bone marrow cells were isolated from the femurs and tibias of the mice by flushing the medullary cavity with PBS containing 2% fetal calf serum (FCS). After washing once in PBS, cells were cultured in RPMI containing 10% FBS, penicillin (100 U/ml), streptomycin (100 μg/ml) and 20% L929 conditioned media for 7 days to generate BMDMs. After priming with GM-CSF (20 ng/ml) for 24 h, cells were washed with PBS and subjected to experiments in RPMI containing 1% FBS.

### Quantitative RT-PCR

Total RNA was extracted using the RNeasy Mini kit (#74004) from Qiagen, (Germantown, MD) followed by reverse transcription to generate cDNA using the First Strand cDNA Synthesis kit (#11483188001, MilliporeSigma, Burlington, MA). The cDNAs were subjected to quantitative PCR analysis for expression of *CD38, NLRP3*, *Steap4*, *Olr1* and *Gpr176* using TaqMan Gene Expression Assay probe sets (ThermoFisher, Waltham, MA) for *CD38* (Mm01220906_m1), *NLRP3* (Mm00840904_m1), *Steap4* (Mm00475405_m1), *Ch25h* (Mm00515486_s1), *Olr1* (Mm00454582_m1), *Gpr176* Mm01277657_m1) and endogenous control *HPRT* (Mm03024075_m1). The data were analyzed using the ΔΔCT method.

### RNA sequencing (RNA-seq) and data analysis

After priming with GM-CSF (20 ng/ml) for 24 h, WT BMDMs in the presence or absence of apigenin and CD38KO BMDMs were stimulated with MSU crystals for 6 h. Cells were collected and subjected to RNA-seq analysis, performed by LC Sciences (Houston, TX). Kyoto Encyclopedia of Genes and Genomes (KEGG) was used for pathway enrichment analysis of differentially expressed genes (DEGs). STRING application-Protein Query was employed to generate a node network of functional enriched DEGs with defined molecular functions [Gene Ontology (GO)] for each cluster.

### Western blotting

Cells were lysed in RIPA buffer containing protease inhibitor cocktails (Roche, Mannheim, Germany). Cell lysates (10–15 μg) were separated by gradient 4–20% SDS-PAGE and transferred onto Immobilon^®^ PVDF membranes (MilliporeSigma, Burlington, MA), probed with primary followed by near-infrared secondary antibodies. The membranes were scanned on the LI-COR Odyssey imaging system (LI-COR Biotech, Lincolin, NB).

### Measurement of NAD^+^ and NADH and mitochondrial superoxide

NAD^+^ content in de-identified frozen human whole blood samples or mouse whole blood samples collected via cardio puncture immediately after euthanasia were measured by liquid chromatography–mass spectrometry (LC–MS) at the mass spectrometry core, University of South Alabama (detailed description in the supplemental materials). Macrophage intracellular NAD^+^ and NADH (the reduced form of NAD^+^) content were measured using a NAD^+^/NADH quantification colorimetric kit (#K337, BioVision, Milpitas, CA). NAD^+^ to NADH ratio was determined. Mitochondrial superoxide generation was assessed by MitoSOX Red (#M36008, ThermoFisher) staining.

### Cytokine analyses

IL-1β and CXCL1 (KC) were measured using DuoSet ELISA (#DY401 and #DY453, R&D Systems, Minneapolis, MN).

### Statistical analyses

GraphPad PRISM 9 (San Diego, CA) was used for statistical analyses. All data were subjected to the normality test. For normally distributed data, unpaired student t-test (comparing 2 groups, 2-sided, alpha = 0.05) or two-way *ANOVA* with Tukey multiple comparisons test (comparing 2 ≥ groups with 2 independent variables, alpha = 0.05) were performed. The data were expressed as mean ± SD or mean ± SEM. *P* < 0.05 was considered statistically significant.

## Results

### ***Decreased blood NAD***^+^***levels and increased CD38 expression in PBMCs of gout patients***

In limited, seminal studies, LC–MS analysis of whole blood samples from 6 healthy controls and 10 gout patients with acute gout flare revealed that the mean NAD^+^ levels were significantly decreased in gout patients (3.28 ± 1.29 µM) compared to healthy controls (6.76 ± 0.88 µM) (Fig. 1A), suggesting systemic NAD^+^ decline in gout patients. Western blot analysis of cell lysates of PBMCs from 3 healthy controls and 3 gout patients showed increased CD38 expression in gout patients compared to healthy controls (Fig. 1B). This prompted us to study the role of CD38 in MSU crystal-induced inflammatory responses in macrophages in vitro and in the mouse air pouch gout model in vivo.

**Fig. 1:**
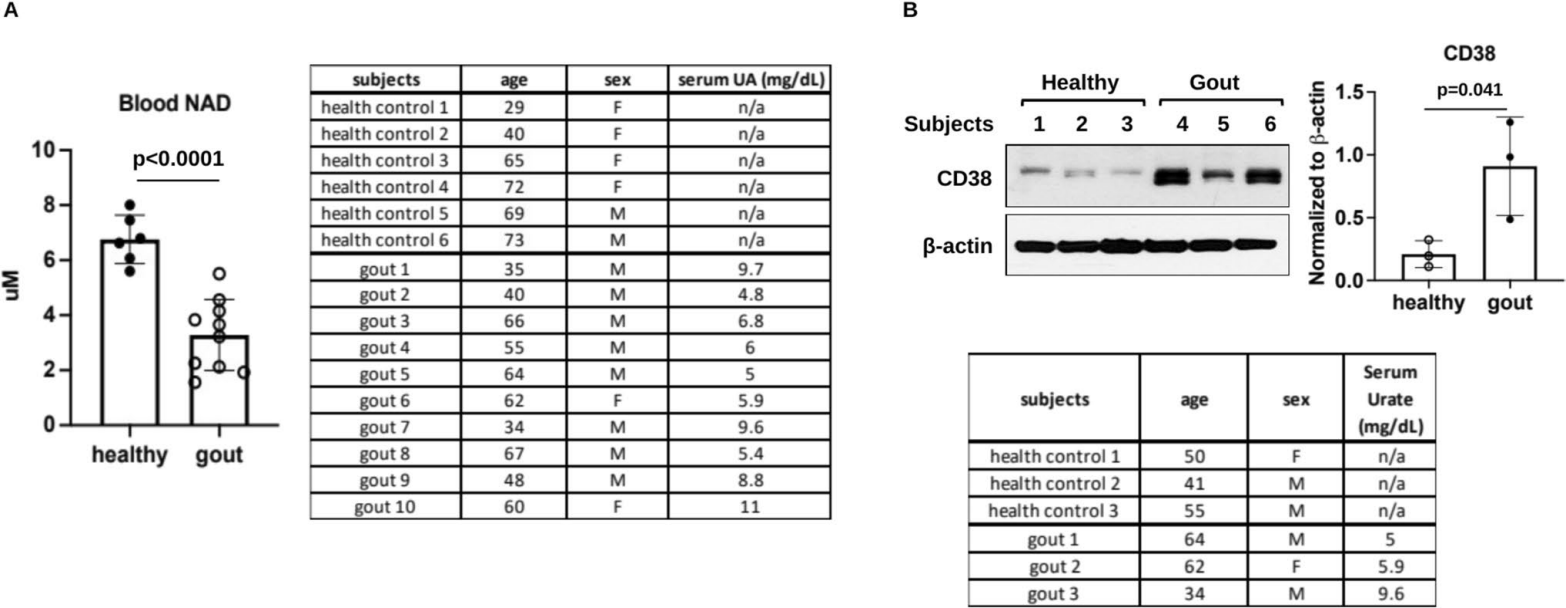
Decreased blood NAD^+^ levels and increased PBMC CD38 expression in gout patients. Whole blood samples from 6 healthy controls and 10 gout patients with flare at the time of blood draw were subjected LC-MS analysis of NAD^+^ content (**A**). PBMC cell pellets from 3 healthy controls and 3 gout patients were used for Western blot analysis of CD38 expression followed by semi-quantitative densitometry analysis (**B**). The subject’s age, sex and serum uric acid levels were listed in the tables in A and B. Data in A were expressed as mean ± SD. Statistical analysis was performed using the Student t-test

### Induction of CD38 expression by MSU crystals and associated effects on NAD^+^/NADH and macrophage cytokine expression

After stimulation of mouse BMDMs with MSU crystals for 6 and 24 h, CD38 was upregulated at mRNA and protein levels, respectively (Fig. 2A–E). Intracellular levels of NAD^+^/NADH, a key measure of cellular redox state reflecting both total metabolic function and the cellular health status [22, 23], were significantly reduced at both time points (Fig. 2B–F), associated with induction of IL-1β and the chemokine CXCL1 at both mRNA (Fig. 2C, D) and protein levels (Fig. 2G, H). These results suggested an association of decreased intracellular NAD^+^/NADH with the inflammatory responses to MSU crystals in macrophages.

**Fig. 2:**
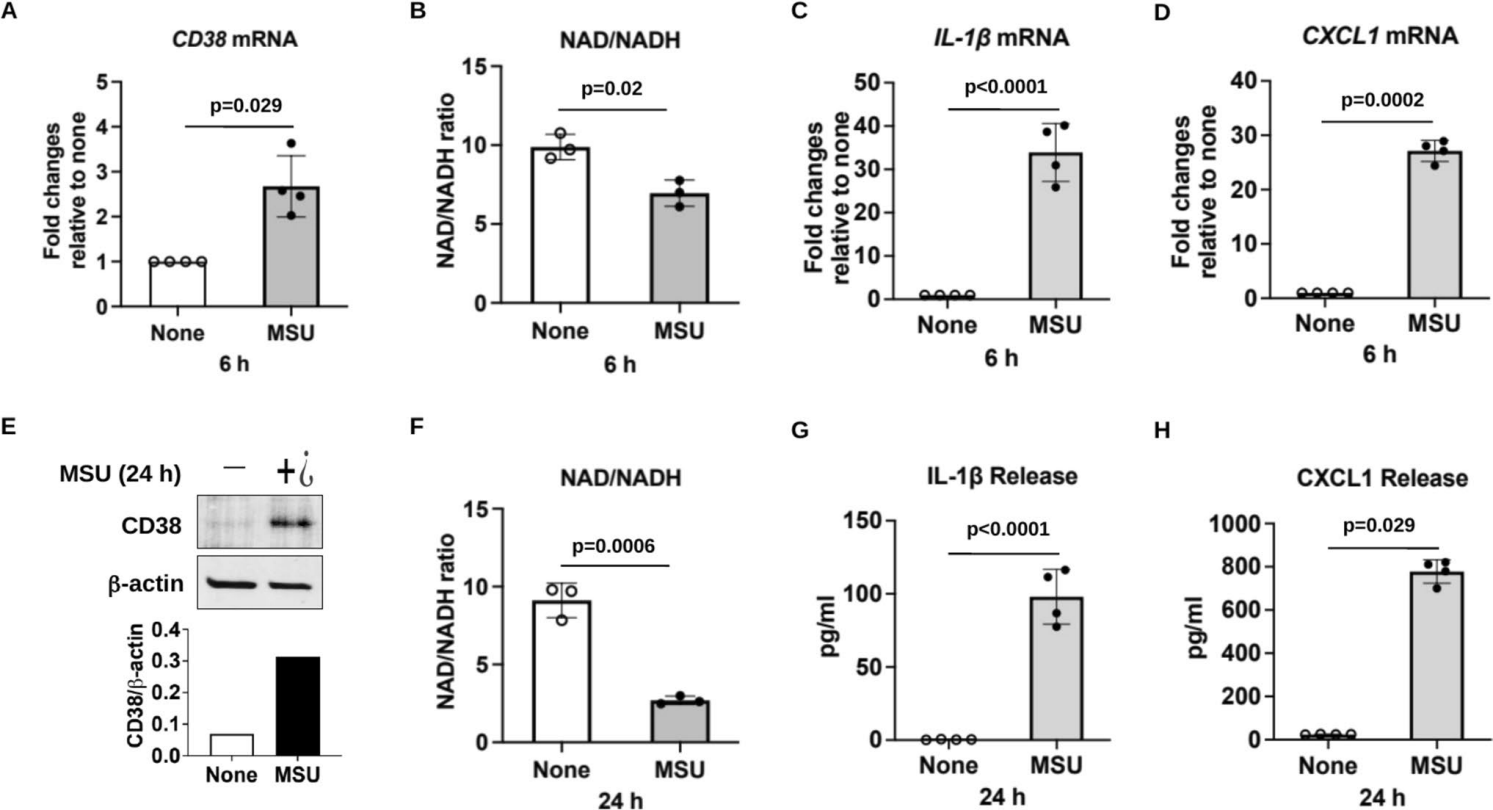
Upregulation of CD38 expression was correlated with decreased intracellular NAD^+^/NADH and increased cytokine production in MSU crystal-treated mouse BMDMs in vitro*.* BMDMs were stimulated with MSU crystals (0.2 mg/ml) for 6 and 24 hours, and then subjected to qRT-PCR for mRNA expression of CD38, IL-1β and CXCL1 (**A**, **C**, **D**) and Western blot for CD38 protein expression followed by semi-quantitative densitometry analysis (**E**), respectively. Release of IL-1β and CXCL1 was assessed by ELSA (**G**, **H**). Cellular NAD^+^ and NADH were measured and expressed as NAD^+^/NADH representing the cell redox state (**B** and **F**). Data were generated with 3–4 biological replicates and expressed as mean ± SD. Statistical analyses for were performed using the nonparametric Mann–Whitney test for **A** and **H** and the Student *t*-test for **B**–**D**, **F** and **G**

### Effects of CD38 expression on macrophage responses to MSU crystals

We assessed the effects of inhibition of CD38 by apigenin, a natural flavonoid CD38 inhibitor [24], in macrophages stimulated with MSU crystals in vitro. As shown in Fig. 3, apigenin inhibited induction of CD38 expression (**A**), increased basal and reverted MSU crystal-induced reduction of cellular NAD^+^/NADH (**B**). This was mainly due to ability of apigenin to reduce basal levels of NADH and prevent an increase in NADH levels induced by MSU crystals (Supplemental Table 1). The results also aligned with attenuation of IL-1β and CXCL1 release (Fig. 3C, D) induced by MSU crystals. We then tested specificity of the effects of CD38 inhibition, using either a more selective CD38 pharmacological inhibitor 78c or CD38KO BMDMs. IL-1β and CXCL1 induction by MSU crystals were blunted in BMDMs that either received 78c treatment or were genetically deficient in CD38 (Supplemental Figure S1).

**Fig. 3:**
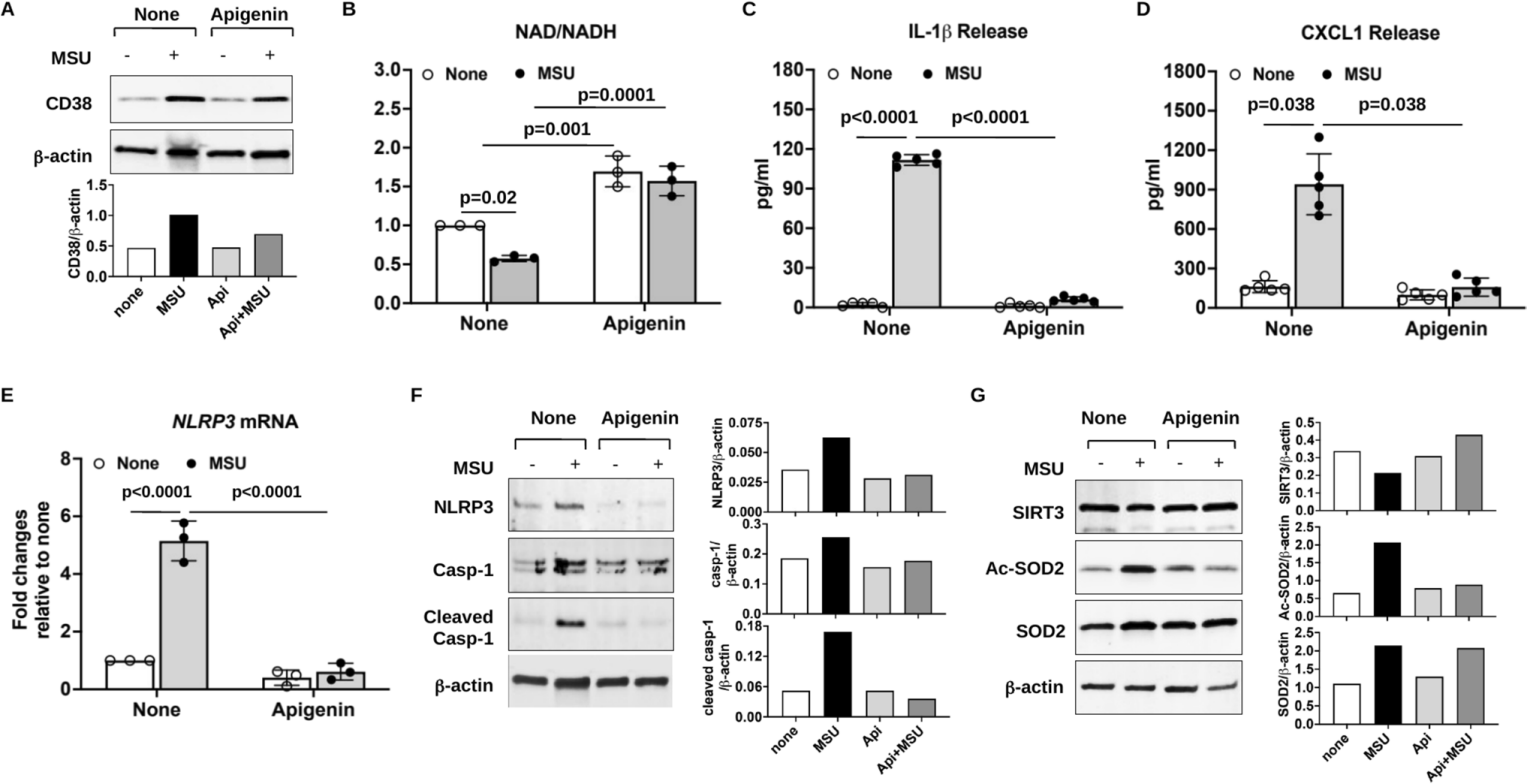
Inhibition of CD38 expression by apigenin elevated intracellular NAD^+^/NADH levels and exhibited anti-inflammatory effects in MSU crystal-treated mouse BMDMs in vitro. BMDMs were stimulated with MSU crystals (0.2 mg/ml) in the presence or absence of apigenin (25 µM) for 6 hours (**E**) and 24 hours (**A**–**D**, **F**, **G**). Expression of CD38 (**A**) and NLRP3, pro-caspase-1 and cleaved caspase-1, SIRT3, acetylated SOD2, and SOD2 (**F** and **G**) was examined by Western blot followed by semi-quantitative densitometry analysis. NLRP3 mRNA expression was assessed by qRT-PCR analysis of BMDMs received 6 hours treatment (**E**). NAD^+^/NADH was determined after measuring cellular NAD^+^ and NADH (**B**). Release of IL-1β and CXCL1 was quantified by ELISA (**C** and **D**). Data in **A**, **F** and **G** were representative of 3 independent experiments. Data in B–E were generated with 3–5 biological replicates and expressed as mean ± SD. Statistical analysis was performed using the Two-way *ANOVA* with Tukey multiple comparison test for **B**, **C**, **E** and the nonparametric Kruskal–Wallis test for **D**

Next, we determined the effect of apigenin on NLRP3 inflammasome activation in response to MSU crystals in macrophages. MSU crystals induced upregulation of NLRP3 expression at both mRNA and protein levels, which were diminished by apigenin (Fig. 3E, F). In addition, MSU crystal-induced expression of cleaved caspase-1 was attenuated by apigenin (Fig. 3F). Mitochondrial reactive oxygen species (ROS) centrally mediate NLRP3 inflammasome activation [25], and mitochondrially located SIRT3 plays an important role in regulating oxidative stress by deacetylation of substrates involved in ROS production [26]. Hence, we examined levels of SIRT3 and acetylation of superoxide dismutase (SOD2), an antioxidant enzyme located in mitochondria, as well as mitochondrial superoxide generation. Decreased SIRT3 expression and increased acetylation of SOD2 (Fig. 3G), associated with increased MitoSOX Red staining (Supplemental Figure S2) were observed in BMDMs stimulated with MSU crystals, which were reversed by apigenin. These results suggested that apigenin inhibited NLRP3 inflammasome activation at least partly by alleviating mitochondrial oxidative stress via SIRT3-SOD2 signalling.

### Apigenin suppressed MSU crystal-induced inflammation in vivo

The murine subcutaneous air pouch model was used to determine the effect of apigenin in MSU crystal-induced inflammation in vivo. MSU crystal-stimulated mice that received apigenin treatment exhibited significantly lower numbers of leukocytes infiltrated in the pouch fluid (Fig. 4A). In addition, MSU crystal-induced IL-1β and CXCL1 release in the pouch were significantly inhibited by apigenin (Fig. 4B, C). H&E staining of the air pouch tissue sections of these mice revealed that the pouch lining thickness and cell infiltration were evidently reduced with the inflammation score of 1 (mild), compared to that of 3 (severe) in mice stimulated with MSU crystals only (Fig. 4D). Reduced CD38 expression analysed by IHC was also observed in MSU crystal-stimulated mice that received apigenin treatment (Fig. 4E). Similarly, MSU crystal-induced leukocyte infiltration and release of IL-1β and CXCL1 were attenuated in CD38KO compared to WT mice (Supplemental Figure. S3).

**Fig. 4:**
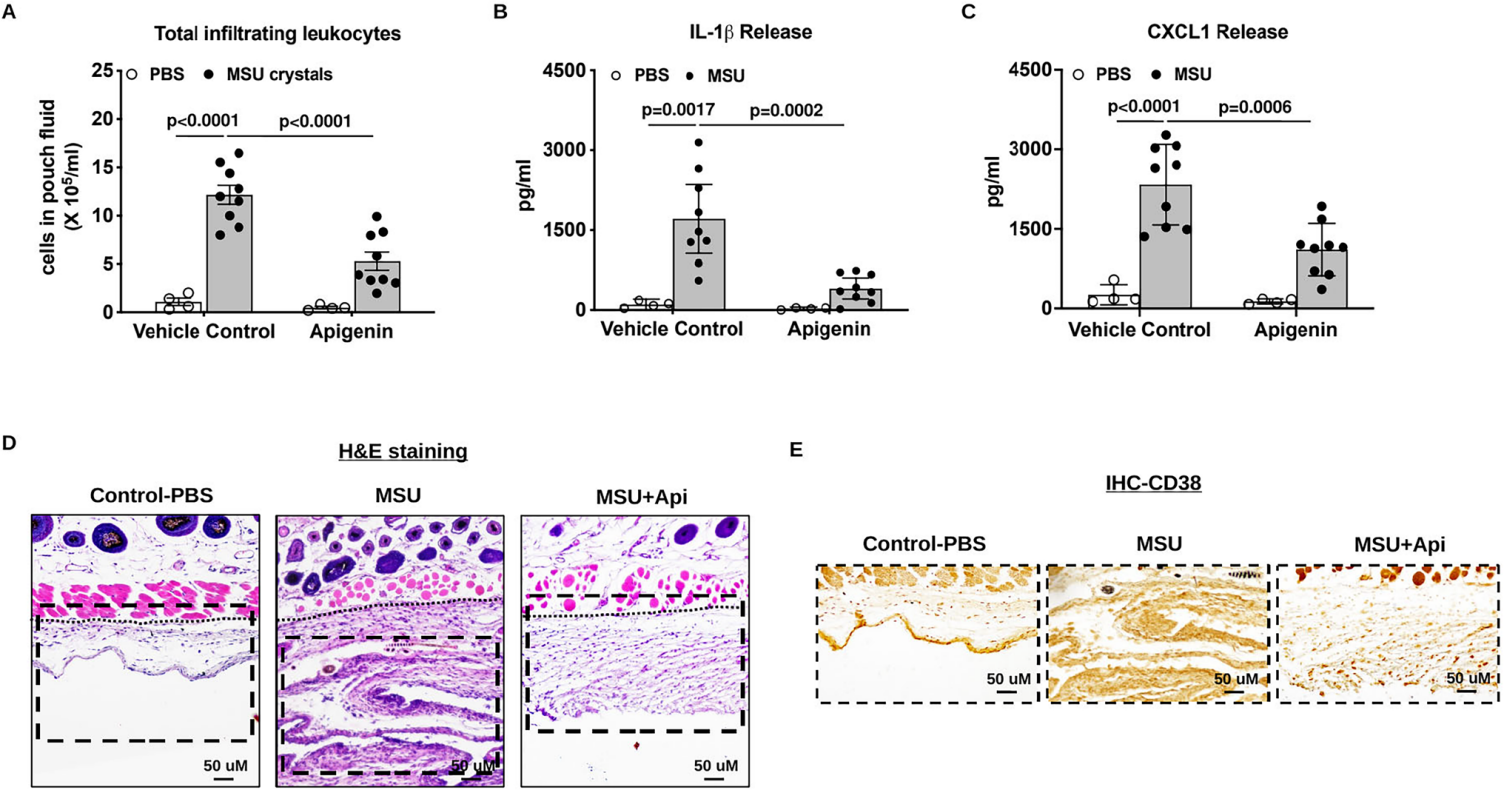
Apigenin ameliorated MSU crystal-induced inflammation in the mouse air pouch model in vivo. Air pouches were created in C57BL/6 mice, and apigenin was orally administered to mice. Acute inflammatory responses to MSU crystals were determined by measuring the numbers of infiltrating cells and production of IL-1β and CXCL1 in the air pouch exudate 6 hours post-injection (**A**, **B** and **C**), and by H&E staining (**D**) and CD38 IHC analysis (**E**) of air pouch tissues. The inflammation scores of pouch lining (below the dotted line) based on H&E staining for MSU and MSU+apigenin groups were 3 and 1 respectively, compared to 0 in the PBS control group. The score for the apigenin only group was also 0 (image was not shown). Data in **A**–**C** were generated with 9 biological replicates (mice) per group and expressed as mean with 95% CI. Statistical analysis was performed using Two-way *ANOVA* with Tukey multiple comparison test for **A**, **C** and the nonparametric Kruskal–Wallis test for **B**

### Effects of CD38 pharmacologic inhibition or genetic knockout on gene expression in MSU crystal-stimulated macrophages

We performed RNA-seq to identify differentially expressed genes (DEGs) and effects of CD38 deficiency in macrophages stimulated with MSU crystals. 

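RNA was sequenced from bone marrow-derived macrophages (BMDMs) in 6 groups of 3 biological replicates, 18 libraries in all: WT non-treated, WT + MSU, WT + apigenin, WT + MSU + apigenin, CD38KO non-treated and CD38KO + MSU. CD38KO BMDMs lack CD38, the NAD-consuming enzyme that apigenin inhibits. The cells were primed with GM-CSF at 20 ng/ml for 24 hours and then kept for 6 hours with or without MSU crystals at 0.2 mg/ml and apigenin at 25 µM. The authors deposited a whole-number count and an FPKM value for each of 55450 genes in each library, and a gene without counts is listed at an FPKM of 1e-04. The submitters' processing notes name cutadapt, FastQC, HISAT2, StringTie and edgeR, and the genome build is not given in the sources used here. Total counts per library ranged from 64442926 to 75322278 (median 74451933) in WT non-treated, from 66621883 to 81939324 (median 75799331) in WT + MSU, from 65502270 to 83209648 (median 66940416) in WT + apigenin and from 51058336 to 76708083 (median 63554807) in WT + MSU + apigenin. They ranged from 61902267 to 66289470 (median 64898029) in CD38KO non-treated and from 68766678 to 74140098 (median 73869750) in CD38KO + MSU. The 12025 genes with an FPKM of at least 1 in at least 3 libraries were tested on their counts with edgeR's quasi-likelihood test, in 1 fit of the 6 groups after TMM normalization. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change (log2FC) of at least 1 in size. Levels are given in CPM, a gene's counts scaled to its library's TMM-normalized total. A ± gives the SD around a group's mean level or the standard error (SE) of a log2FC. Each group has n = 3 libraries, except where libraries were left out. Genes of the mitochondrial genome took 9.60% to 13.3% of the counts in the 6 apigenin libraries and 3.50% to 6.61% in the other 12.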

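Cd38 was nearly absent from the CD38KO libraries. It was at 21.0 ± 3.87 CPM in WT non-treated and 0.498 ± 0.225 CPM in CD38KO non-treated BMDMs (log2FC −5.39 ± 0.43, edgeR adjusted p = 1.93e-05), and at 49.0 ± 17.6 CPM in WT + MSU and 0.946 ± 0.276 CPM in CD38KO + MSU (log2FC −5.69 ± 0.43, adjusted p = 9.65e-06). In WT BMDMs, Cd38 had a log2FC of 1.22 ± 0.36 with MSU, which did not pass the test (adjusted p = 0.0533) but passed without CD38KO non-treated replicate 2 (0.0482) or 3 (0.0456) or without WT + MSU + apigenin replicate 1 (0.0335). Counting these fits, it was called in 10 of 36 other settings. With apigenin alone Cd38 rose to 68.0 ± 9.11 CPM (log2FC 1.69 ± 0.36, adjusted p = 0.00142). Scaling by library totals moved the median of all tested genes in that comparison by −0.69, so the size of this rise depends on the scaling. Cd38 was at 73.1 ± 28.2 CPM with apigenin and MSU (log2FC 0.58 ± 0.35 against WT + MSU, adjusted p = 0.172), where other scalings turned the direction (−0.12 by limma on log2(FPKM + 0.5), −0.15 without TMM factors).

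Markers of other cell types, listed before the data were examined, also differed between libraries. Those of fibroblasts and endothelial cells differed between the genotypes, and those of neutrophils between the WT replicates. The mean log2 CPM of the fibroblast markers, such as the collagen genes Col1a1 and Col1a2, was 4.85 to 7.43 in the 12 WT libraries and 2.37 to 4.40 in the 6 CD38KO libraries. All 6 tested fibroblast markers were lower in non-treated CD38KO BMDMs (median log2FC −4.00, fry adjusted p = 0.000255, adjusted p = 0.00608 with an estimated correlation). Among them, the call of Lum was lost in 9 of 35 other settings, left-out libraries included, and that of Col3a1 in 2 of 36. For a gene list, fry tests whether its genes move in 1 direction. The adjusted p with an estimated correlation is from camera, another test, which compares the list with the other tested genes. The endothelial markers were at 2.79 to 5.56 in WT and 1.64 to 2.33 in CD38KO libraries, and the macrophage markers at 9.46 to 11.0 in all of them. The neutrophil markers were at 3.77 to 4.79 in WT replicates 1 and 2, and at most 0.966 in WT replicate 3 and 0.935 in CD38KO. Ifi202b, Gbp2b and Cd1d2, which C57BL/6 mice lack or carry in a disrupted form, parted the libraries in the same way. Ifi202b was at 8.04 to 152.1 CPM in WT replicates 1 and 2 and at most 0.206 CPM in the others. This difference inside the WT groups enters each comparison of CD38KO with WT. Xist, which is transcribed from the inactive X chromosome of female cells, was at 53.8 to 83.4 CPM in the 4 libraries of WT replicate 3 and in replicate 1 of WT + MSU and of WT + MSU + apigenin, and at most 0.29 CPM in the other 12 libraries.

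**Figure D1:**
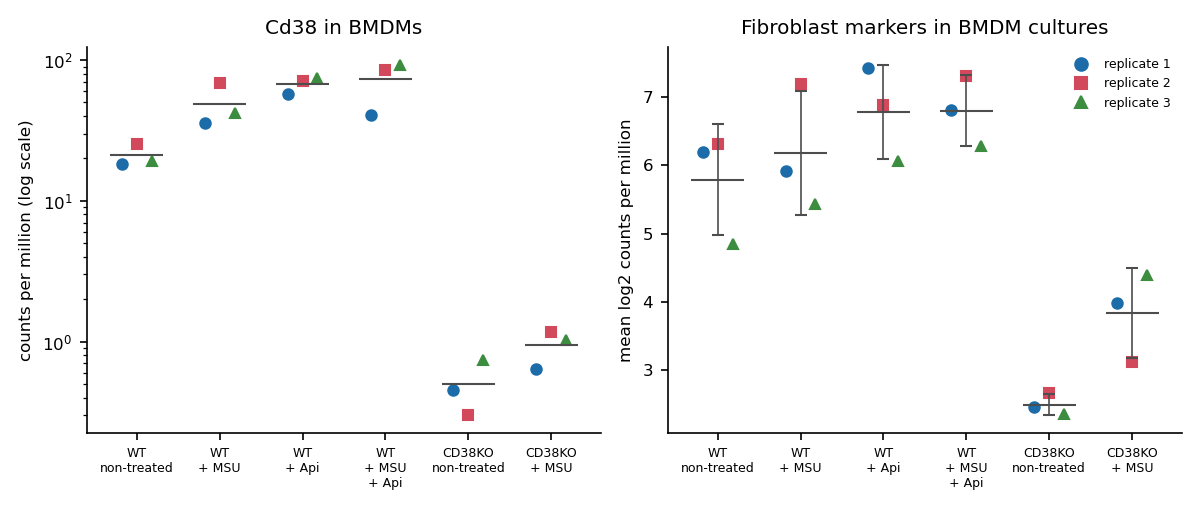
Level of Cd38 (CPM, log axis) and mean log2 CPM of the fibroblast markers in each of the 18 libraries. Circles, squares and triangles are replicates 1, 2 and 3, and bars in the marker panel are group mean and SD; every CD38KO library lies below every WT library in both panels.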

Of the 507 genes upregulated (log_2_FC ≥ 1) by MSU crystals in WT BMDMs (WT + MSU vs WT non-treated), 401 and 207 were downregulated (log_2_FC ≤ − 1) by apigenin in WT (WT + MSU + Api vs WT + MSU) and CD38KO (CD38KO + MSU vs WT + MSU) BMDMs, respectively, of which 154 genes were common (Fig. 5A, mean log_2_FC values of DEGs, and supplemental Figure S4, heatmap of DEGs with biological replicates). 

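MSU crystals raised 244 of the 12025 tested genes in WT BMDMs and lowered 186. Tgm2, which encodes the cross-linking enzyme transglutaminase 2, rose from 18.8 to 334.2 CPM with MSU (log2FC 4.15 ± 0.45, edgeR adjusted p = 0.000289). It was lower with apigenin (log2FC −2.37 ± 0.41, adjusted p = 0.000207) and in CD38KO BMDMs (log2FC −2.16 ± 0.41, adjusted p = 0.0122; 0.0798 without CD38KO + MSU replicate 1 and 0.0917 in a fit of the 2 groups alone). Il1rn, the gene of the IL-1 receptor antagonist, rose with MSU (log2FC 3.04 ± 0.34, adjusted p = 0.000289), and was not called with apigenin (log2FC −0.95 ± 0.32, adjusted p = 0.019) or in CD38KO (log2FC −0.81 ± 0.32, adjusted p = 0.164). With apigenin it missed only the fold threshold, and scaling by library totals moved the median of all tested genes there by −0.710. Of the 244 genes, 200 were lower with apigenin under MSU, 47 were lower in CD38KO under MSU and 43 were lower in both.

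Across all tested genes, apigenin under MSU raised 2168 and lowered 3107, and CD38KO BMDMs under MSU had 86 genes higher and 319 lower than WT. The 2 latter comparisons share the WT + MSU libraries with the MSU comparison. Independent lists of these sizes would share 63.0, 6.47 and 1.67 genes; part of the excess may come from the shared libraries. For genes called as higher with MSU on 2 of the WT + MSU libraries, the median log2 difference of CD38KO + MSU from the third, replicate 1, 2 or 3, was −0.39, −0.52 and −0.68. Unchanged groups simulated against shared libraries gave overlaps of 0 genes in 20 simulations, which leave out the effects and do not show what the sharing adds to lists of these sizes. Over all tested genes, 81 were lower both with apigenin and in CD38KO under MSU, where independent lists would share 82.4, and 49 were higher in both, where they would share 15.5 (0 and 0 in the simulations). The covariance of log2FC was −0.452 between the MSU and apigenin comparisons (−0.165 in the simulations) and −0.273 between the MSU and CD38KO comparisons (−0.161). The correlations were −0.350 (−0.483 in the simulations) and −0.351 (−0.487), weaker than without effects. The median over all tested genes in the apigenin comparison moved by −0.710 with scaling by library totals and by 0.166 with median scaling. Genes higher with apigenin made up 41.1% of the calls under TMM, 6.80% under library totals and 49.1% under median scaling.

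In a fit of the compared groups alone, the 47, the 43 and the 319 genes lower in CD38KO became 0, 0 and 8, and with WT groups of replicate 3 only, a setting chosen after the data had been seen, they became 0, 0 and 8 too, with 5 for the 244 and 3 for the 200. Single libraries moved these counts by more than 1.5 times. The 244 genes became 129 and 146 without WT + MSU replicates 2 and 3, and 114 and 118 without WT non-treated replicates 1 and 2. The 200 genes became 104 and 115 without WT + MSU replicates 2 and 3, and 90, 95 and 121 without WT non-treated replicates 1, 2 and 3. The 47 genes became 6 and 30 without CD38KO + MSU replicates 1 and 3, 9 without WT + MSU replicate 2, and 22, 26 and 29 without WT non-treated replicates 1, 2 and 3. The 43 genes became 5 and 26 without CD38KO + MSU replicates 1 and 3, 7 and 26 without WT + MSU replicates 2 and 3, and 19, 22 and 26 without WT non-treated replicates 1, 2 and 3. The 319 genes lower in CD38KO became 30 without CD38KO + MSU replicate 1 and 45 without WT + MSU replicate 2. The 86 higher genes became 18, 141 and 37 without CD38KO + MSU replicates 1, 2 and 3, and 49 and 20 without WT + MSU replicates 1 and 2.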

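Il1b, the gene of the cytokine IL-1β, rose with MSU crystals in WT BMDMs (log2FC 4.21 ± 0.69, edgeR adjusted p = 0.00266), and was lower under MSU with apigenin (log2FC −4.73 ± 0.71, adjusted p = 5.98e-05) and in CD38KO (log2FC −3.04 ± 0.65, adjusted p = 0.0208). The neutrophil-attracting chemokine genes Cxcl1, Cxcl3 and Cxcl5 rose by log2FC values of 5.24 ± 0.63, 4.32 ± 0.46 and 3.76 ± 0.54 with MSU. They were lower with apigenin (−3.02 ± 0.57, −2.72 ± 0.43 and −4.10 ± 0.55) and in CD38KO (−2.05 ± 0.55, −1.97 ± 0.42 and −2.90 ± 0.52). Il1b and these chemokine genes were already lower in CD38KO than in WT BMDMs before MSU, and all of them rose with MSU in CD38KO. The interaction of MSU and CD38KO called no gene by edgeR. Their lower levels under MSU therefore do not show a smaller rise with MSU in CD38KO. Ptges, which encodes the prostaglandin E synthase, rose with MSU (log2FC 2.89 ± 0.36, adjusted p = 0.000501) and was lower with apigenin (−2.09 ± 0.35, adjusted p = 0.000165) and in CD38KO (−2.27 ± 0.36, adjusted p = 0.00432). Ptgs2, the cyclooxygenase-2 gene that acts before it, had log2FC values of 4.01 ± 0.72, −4.13 ± 0.73 and −2.85 ± 0.69 in the same order, all called. Nlrp3, the sensor of the inflammasome that matures IL-1β, rose (log2FC 2.38 ± 0.37, adjusted p = 0.00213) and was lower with apigenin (−2.39 ± 0.37, adjusted p = 8.73e-05) and in CD38KO (−1.36 ± 0.36, adjusted p = 0.0471). Casp1, the protease of the inflammasome, was called with apigenin (log2FC −2.00 ± 0.19, adjusted p = 1.22e-06) but not with MSU (0.57 ± 0.18, adjusted p = 0.0807) or in CD38KO (0.28, adjusted p = 0.421).

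In CD38KO under MSU, the calls of Il1b, Cxcl3, Cxcl5 and Ptgs2 were lost without CD38KO + MSU replicate 1 (adjusted p = 0.116, 0.112, 0.0656 and 0.145) and without WT + MSU replicate 2 (0.0716, 0.075, 0.0523 and 0.158), that of Il1b also without WT + MSU replicate 3 (0.0501) and that of Ptgs2 without CD38KO + MSU replicate 3 (0.098). None of these genes was called there in a fit of the 2 groups alone (adjusted p from 0.0595 to 0.149). The calls of Cxcl1 and Nlrp3 were each lost in 13 of the 18 fits that left out 1 library, with the highest adjusted p of 0.305 and 0.213 without WT + MSU replicate 2. In the same comparison the fibroblast marker Col1a2 had a log2FC of −3.26 (median of the 6 markers −2.76).

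**Figure D2:**
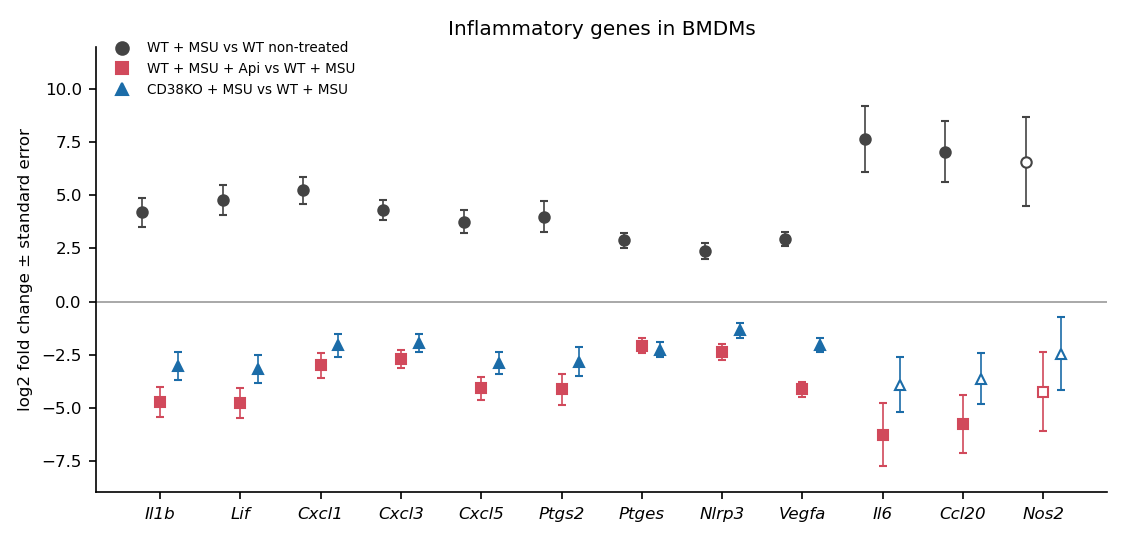
Log2FC (vertical axis) of 12 inflammatory genes with MSU in WT, with apigenin under MSU and in CD38KO under MSU. Points are the estimates from 3 libraries per group, bars are the SE, filled points were called and open points were not.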

Many of the shared changes were in inflammatory genes.

**Fig. 5:**
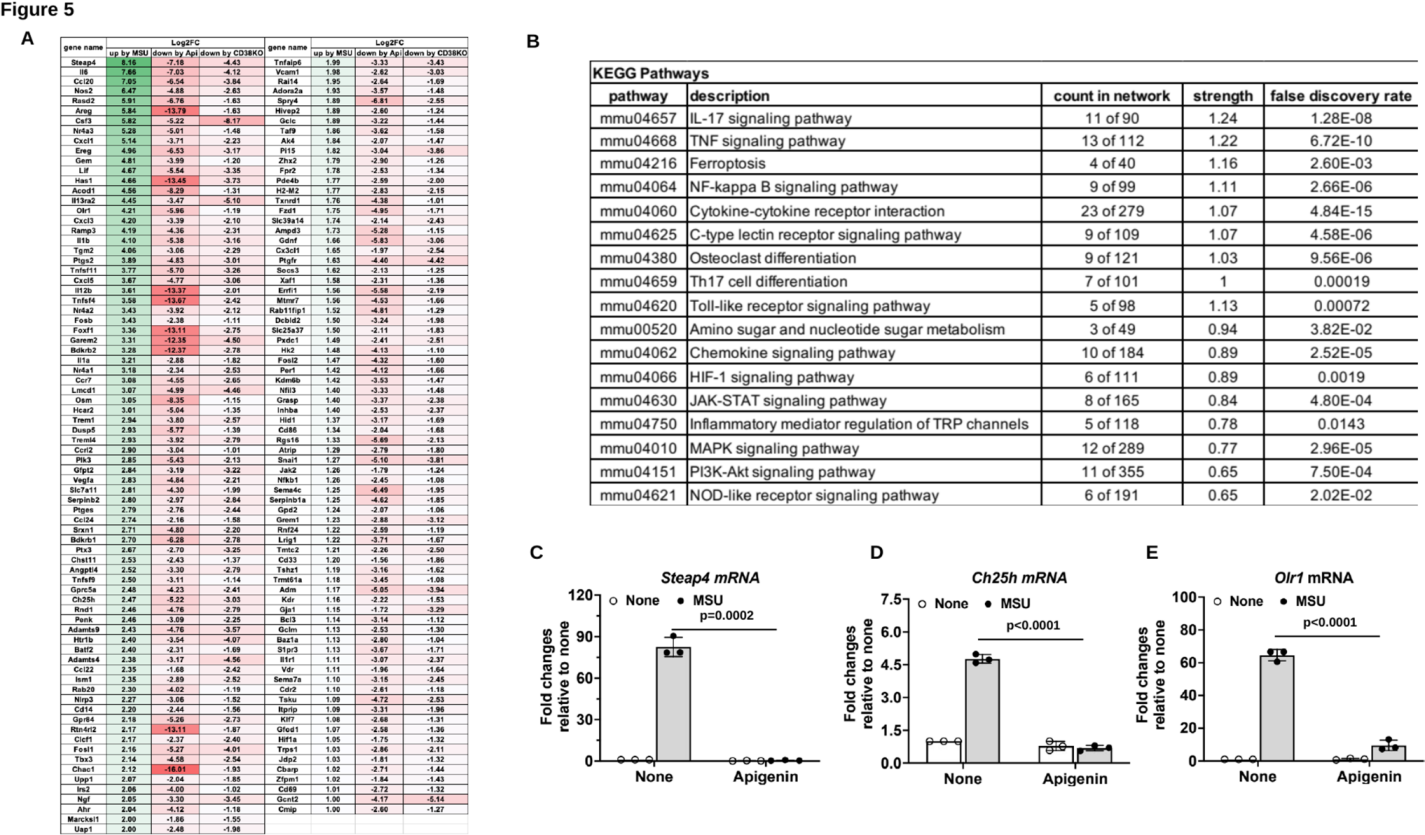
Analysis of DEGs that were upregulated by MSU crystals but downregulated by both apigenin and CD38 knockout in mouse BMDMs. 154 DEGs that were identified to be upregulated in WT BMDMs+MSU but downregulated in WT BMDMs+MSU+apigenin and CD38KO BMDMs+MSU (**A**) were subjected to KEGG pathway enrichment analysis (**B**). Expression of selected DEGs *Steap4*, *Ch25h* and *Olr1* was validated by qRT-PCR analysis of mouse BMDMs stimulated with MSU crystals in the presence or absence of apigenin for 6 hours (**C**–**E**). Data in **C**–**E** were expressed as mean ± SD. Statistical analysis was performed using the nonparametric Kruskal-Wallis test for **C** and Two-way *ANOVA* with Tukey multiple comparison test for **D** and **E**

STRING enrichment analysis of the 154 DEGs displayed 3 major clusters (Supplemental Figure S5A) with molecular function (GO) in chemokine and cytokine activities, chemokine and cytokine receptor binding, nuclear receptor activity, transcription coactivator or cofactor binding, growth factor activity and growth factor receptor binding (cluster 1), Bradykinin receptor activity (cluster 2) and glutamate-cysteine ligase activity (cluster 3) (Supplemental Figure S5B). 

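The nuclear receptor genes Nr4a1, Nr4a2 and Nr4a3, which stimulated macrophages induce within hours, rose together with MSU crystals in WT BMDMs. Their log2FC values were 3.26 ± 0.59, 3.52 ± 0.45 and 5.38 ± 0.91 (edgeR adjusted p = 0.00519, 0.00051 and 0.00338). With apigenin under MSU all were lower, with log2FC values of −1.60 ± 0.55, −3.22 ± 0.44 and −4.22 ± 0.86 (adjusted p = 0.0226, 2.81e-05 and 0.000781). In CD38KO BMDMs, Nr4a1 (log2FC −2.37 ± 0.57, adjusted p = 0.0309) and Nr4a2 (−1.99 ± 0.42, adjusted p = 0.0195) were lower and Nr4a3 was not called (−1.33 ± 0.76, adjusted p = 0.357). Of the growth factor genes, Vegfa, which drives vessel growth, rose with MSU (log2FC 2.94 ± 0.33, adjusted p = 0.000289) and was lower with apigenin (−4.14 ± 0.35, adjusted p = 5.28e-07) and in CD38KO (−2.06 ± 0.32, adjusted p = 0.00408). Csf1, the macrophage growth factor gene, did the same with smaller changes (log2FC 1.08 ± 0.23, −2.04 ± 0.24 and −1.24 ± 0.23, all called). The bradykinin receptor gene Bdkrb1 was at 0.404 CPM in WT non-treated and 2.74 CPM in WT + MSU (log2FC 2.75 ± 0.79, adjusted p = 0.0564) and fell with apigenin (−5.41 ± 0.94, adjusted p = 0.000322), and was not called in CD38KO under MSU (−2.58 ± 0.79, adjusted p = 0.0857). Gclc, the catalytic subunit of glutamate-cysteine ligase, rose with MSU (log2FC 1.97 ± 0.36, adjusted p = 0.00512), fell with apigenin (−2.51 ± 0.36, adjusted p = 4.48e-05) and had a log2FC of −1.29 ± 0.35 in CD38KO (adjusted p = 0.0502).

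Nr4a1, Nr4a2, Vegfa and Csf1 were not called in a fit of the 2 groups alone in CD38KO under MSU (adjusted p from 0.0595 to 0.0718), where the fibroblast marker Col1a2 had a log2FC of −3.26. Left-out libraries changed some of these calls. In CD38KO under MSU, Nr4a1, Nr4a2 and Csf1 were not called without CD38KO + MSU replicate 1 (adjusted p = 0.146, 0.112 and 0.0895) or WT + MSU replicate 2 (0.146, 0.0762 and 0.0631), nor Nr4a1 without CD38KO + MSU replicate 2 (0.0592), and Gclc was called without CD38KO + MSU replicate 2 (0.0152), WT + apigenin replicate 3 (0.0448), or WT + MSU + apigenin replicate 1 (0.0476) or 3 (0.025). With apigenin, Nr4a1 was not called without WT + MSU replicate 2 (0.0861) or WT + MSU + apigenin replicate 1 (0.061) or 2 (0.0824). With MSU, Csf1 was not called without WT + MSU replicate 2 (0.0595) or WT non-treated replicate 3 (0.0572), and Bdkrb1 was called without CD38KO + MSU replicate 2 (0.0497), WT + MSU + apigenin replicate 1 (0.0317) or WT + apigenin replicate 3 (0.04). Counting these fits, Csf1 was not called with MSU in 11 of 36 other settings. Bdkrb1 was called with MSU in 13 of 35 other settings, and Gclc in CD38KO under MSU in 16 of 36.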

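Chemokine, cytokine and NF-κB target genes, in lists fixed before the data were examined, rose with MSU crystals in WT BMDMs. Of 15 tested cytokine genes, 8 were higher with MSU and none was lower (11 higher when adjusted over the list alone; fry adjusted p = 2.62e-05, adjusted p = 0.00165 with an estimated correlation), with a median log2FC of 3.04. Of 21 tested chemokine genes, 8 were higher and none lower (11 higher when adjusted over the list alone; fry adjusted p = 2.67e-05, adjusted p = 0.00165 with an estimated correlation), among them the neutrophil attractant Cxcl2 (log2FC 3.63 ± 0.75, edgeR adjusted p = 0.0111; 0.0566 and 0.058 without WT non-treated replicates 1 and 2). Of 20 tested NF-κB target genes, 7 were higher and none lower (10 higher when adjusted over the list alone; fry adjusted p = 0.00366, adjusted p = 0.0501 with an estimated correlation).

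With apigenin under MSU, 9 cytokine genes (10 when adjusted over the list alone), 10 chemokine genes and 14 NF-κB target genes were lower, and 0, 2 and 0 were higher (fry adjusted p = 4.07e-05, 0.00145 and 0.00014; adjusted p = 0.627, 0.663 and 0.627 with an estimated correlation). The values with an estimated correlation compare each list with the other tested genes, and 3107 of all tested genes were lower with apigenin. They show that the lists were not set apart from the other genes, and not that the lists were unchanged. Osm, the gene of the cytokine oncostatin M, fell from 185.4 to 0.94 CPM (log2FC −7.60 ± 0.71, edgeR adjusted p = 1.1e-06). In CD38KO under MSU, 3 cytokine genes (5 when adjusted over the list alone), 4 chemokine genes (7) and 2 NF-κB target genes (2) were lower (fry adjusted p = 0.00359, 0.0386 and 0.0346; adjusted p = 0.0888, 0.239 and 0.239 with an estimated correlation). Of these, the calls of Il1b, Lif, Cxcl3, Cxcl5, Ptgs2 and Vcam1 were lost without CD38KO + MSU replicate 1, and also without WT + MSU replicate 2. In that comparison 2 chemokine genes were higher, of which Ccl6, a chemokine gene of resting myeloid cells, was at 8997 CPM in CD38KO and 1790 CPM in WT (log2FC 2.33 ± 0.33, adjusted p = 0.00248; 0.0608 in a fit of the 2 groups alone). There the fibroblast markers were lower as well, 4 of 6 (5 when adjusted over the list alone), with fry adjusted p = 0.00604 (adjusted p = 0.0536 with an estimated correlation). Over 36 other settings, left-out libraries among them, the calls of Col1a1, Col1a2 and Dcn were lost in 14, 5 and 20. That of Pdgfra was lost in 5 of 35.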

KEGG pathway enrichment analysis of these 154 DEGs revealed several signalling pathways implicated in inflammation. These included IL-17, TNF, chemokine, NF-κB, C-type lectin receptor, Toll-like receptor, JAK/STAT, MAPK, PI3K/Akt, and NOD-like receptor signalling pathways, as well as ferroptosis and osteoclast differentiation (Fig. 5B).

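Immediate early genes, genes of glycolysis and hypoxia, and NRF2 target genes were higher with MSU crystals in WT BMDMs. Of 21 tested immediate early genes, 8 were higher (10 when adjusted over the list alone; fry adjusted p = 0.00366, adjusted p = 0.0501 with an estimated correlation). Among them, Fosb, a subunit of the AP-1 transcription factor downstream of MAPK signalling, had a log2FC of 3.52 ± 0.39 (edgeR adjusted p = 0.000289). Of 22 tested genes of glycolysis and hypoxia, 5 were higher (7 when adjusted over the list alone; fry adjusted p = 2.62e-05, adjusted p = 0.00195 with an estimated correlation), among them Hk2, which encodes hexokinase 2 (log2FC 1.57 ± 0.31, adjusted p = 0.0083). Of 17 tested target genes of NRF2, the transcription factor of the oxidative stress response, 7 were higher (7 when adjusted over the list alone; fry adjusted p = 0.00152, adjusted p = 0.0413 with an estimated correlation). Of 14 inflammasome genes, 3 were higher, with a median log2FC of −0.11, a mean of 0.42 and no call of the list (fry adjusted p = 0.222).

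With apigenin under MSU, 15 immediate early genes were lower and 1 was higher (16 lower when adjusted over the list alone; fry adjusted p = 0.00014, adjusted p = 0.627 with an estimated correlation). Hk2 fell (log2FC −3.42 ± 0.33, adjusted p = 1.48e-06), while of its list 7 genes were higher and 6 lower (fry adjusted p = 0.116). Of the inflammasome genes 6 were lower and 1 was higher (fry adjusted p = 0.0028, adjusted p = 0.663 with an estimated correlation). In CD38KO under MSU, 4 genes of glycolysis and hypoxia were lower (6 when adjusted over the list alone; fry adjusted p = 0.00208, adjusted p = 0.0888 with an estimated correlation), with Egln3, an oxygen-sensing hydroxylase gene, at a log2FC of −2.47 ± 0.38 (adjusted p = 0.00408; 0.0595 in a fit of the 2 groups alone). The fibroblast markers were lower in the same comparison, with a median log2FC of −2.76. The 5 immediate early genes that were lower there (7 when adjusted over the list alone) did not make a call of their list (fry adjusted p = 0.0819).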

Six-transmembrane epithelial antigen of prostate 4 (*Steap4*), a metalloreductase involved in iron homeostasis, was found to be the top DEG upregulated in WT BMDMs (log_2_FC = 8.2) but was downregulated in CD38KO (log_2_FC = − 4.4) and apigenin-treated WT (log_2_FC = − 7.2) BMDMs stimulated with MSU crystals. 

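Steap4 was almost silent in WT non-treated BMDMs, at 0.0430 ± 0.0407 CPM, and was at 12.3 ± 8.91 CPM in WT + MSU (log2FC 8.07 ± 1.78, edgeR adjusted p = 0.0194). The 3 WT + MSU libraries held 9.01, 22.3 and 5.44 CPM. With apigenin and MSU it was at 0.132 ± 0.228 CPM (log2FC −6.49 ± 1.66 against WT + MSU, adjusted p = 0.0048). In CD38KO + MSU it was at 0.647 ± 0.247 CPM, a log2FC of −4.24 ± 1.46 against WT + MSU that did not pass the test (adjusted p = 0.122), and the 3 CD38KO non-treated libraries held no count of it. The gene lies on chromosome 5 of GRCm38 from 7960457 to 7982213 on the plus strand in GENCODE M21, whose gene IDs match those of all 55450 genes in the deposited table. The call with MSU was lost without WT + MSU replicate 2 (adjusted p = 0.0642) and without WT non-treated replicate 1 (0.0768), 2 (0.066) or 3 (0.0628).

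**Figure D3:**
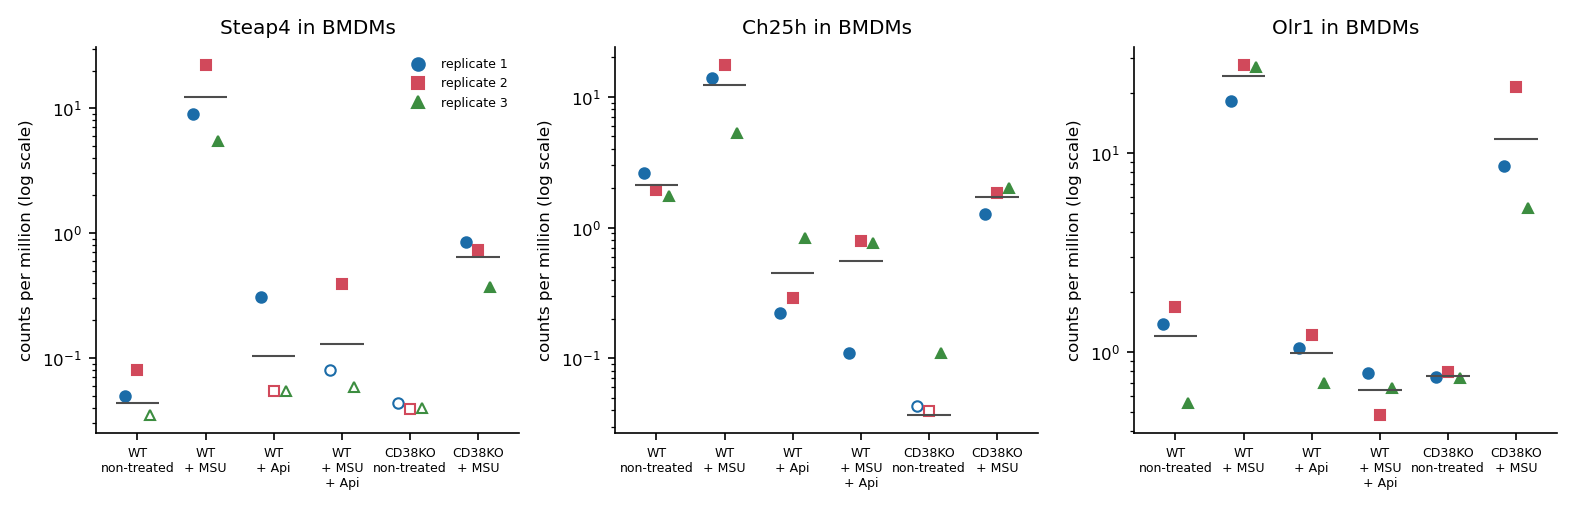
Level (CPM, log axis) of Steap4, Ch25h and Olr1 in each of the 18 libraries. Circles, squares and triangles are replicates 1, 2 and 3, horizontal bars are group means, and open symbols are libraries without a count, drawn at 3 counts.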

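Olr1, the gene of a scavenger receptor for oxidized LDL, rose from 1.21 ± 0.592 CPM in WT non-treated to 24.5 ± 5.34 CPM in WT + MSU (log2FC 4.34 ± 0.53, edgeR adjusted p = 0.000438). It fell to 0.640 ± 0.152 CPM with apigenin under MSU (log2FC −5.26 ± 0.56, adjusted p = 3.1e-06). In CD38KO + MSU it was at 11.8 ± 8.57 CPM, a log2FC of −1.05 ± 0.46 against WT + MSU (adjusted p = 0.217; 0.0356 without CD38KO + MSU replicate 2). Ch25h, whose enzyme makes 25-hydroxycholesterol, was at 2.11 ± 0.467 CPM in WT non-treated, 12.3 ± 6.37 CPM in WT + MSU, 0.552 ± 0.385 CPM in WT + MSU + apigenin and 1.71 ± 0.399 CPM in CD38KO + MSU. Its log2FC was 2.54 ± 0.86 with MSU (adjusted p = 0.0954), −4.46 ± 0.95 with apigenin (adjusted p = 0.00103) and −2.85 ± 0.87 in CD38KO (adjusted p = 0.0801). Without CD38KO non-treated replicate 3, Ch25h was called with MSU (adjusted p = 0.0467) and in CD38KO (0.0431). Ch25h lies on chromosome 19 from 34473778 to 34475164 and Olr1 on chromosome 6 from 129485244 to 129507165, both on the minus strand.

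Of 17 tested genes of lipid uptake and efflux, 2 were higher with MSU (4 when adjusted over the list alone) with a median log2FC of −0.10 (fry adjusted p = 0.355). With apigenin under MSU 5 were lower and 2 higher, with a median log2FC of −0.06 and a call of the list as lower (fry adjusted p = 0.0117, adjusted p = 0.734 with an estimated correlation), among them Plin2, which coats lipid droplets (log2FC −3.12 ± 0.34, adjusted p = 4.26e-06). No gene of this list was called in CD38KO under MSU (fry adjusted p = 0.392). The 21 tested genes of cholesterol synthesis moved down with MSU as a list (median log2FC −0.47, 1 lower, fry adjusted p = 0.014, adjusted p = 0.181 with an estimated correlation), with Dhcr7, its last enzyme, at −1.23 ± 0.17 (adjusted p = 0.00102).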

Notably, some genes involved in cholesterol and lipid metabolism and signalling such as cholesterol 25-hydroxylase (*Ch25h*) and oxLDL receptor 1 (*Olr1*), also known as lectin-like oxidized low-density lipoprotein receptor-1 (*Lox-1)*, were upregulated in MSU crystal-stimulated WT BMDMs, but were downregulated in MSU crystal-stimulated CD38KO BMDMs and WT BMDMs in the presence of apigenin. Gene expression changes of *Steap4, Ch25h* and* Olr1* were validated by qRT-PCR analysis of BMDMs stimulated with MSU crystals in the presence of apigenin (Fig. 5C–E).

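Abcd2, a peroxisomal transporter of fatty acids, fell with MSU crystals in WT BMDMs (log2FC −2.79 ± 0.42, edgeR adjusted p = 0.00153), from 20.9 to 3.03 CPM. Dbp, a transcription factor gene of the circadian clock, fell with MSU (log2FC −2.34 ± 0.46, adjusted p = 0.00832) and was higher with apigenin under MSU (1.36 ± 0.45, adjusted p = 0.0166). Scaling by library totals moved the median of all tested genes with apigenin under MSU by −0.710, so the size of its rise depends on the scaling. Of the 186 genes lower with MSU, 76 were higher with apigenin under MSU, 16 were higher in CD38KO under MSU and 9 in both: Ormdl1, Ivd, Ak8, 1600010M07Rik, Cebpzos, Tmem218, Daglb, Ttc38 and Abi2. Cebpzos, a small mitochondrial protein gene, had a log2FC of −1.31 ± 0.25 with MSU, 1.89 ± 0.25 with apigenin and 1.23 ± 0.25 in CD38KO (adjusted p = 0.00709, 2.27e-05 and 0.0172). Abi2, which acts on the actin cytoskeleton, had −2.32 ± 0.61, 1.93 ± 0.60 and 3.02 ± 0.63 (adjusted p = 0.0335, 0.0126 and 0.0181). Independent lists of these sizes would share 33.5, 1.33 and 0.240 genes, and part of the excess may come from the shared WT + MSU libraries. Unchanged groups simulated against these libraries gave overlaps of 0 genes, which does not show what the sharing adds.

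In a fit of the compared groups alone the 16 and the 9 genes became 0 and 0, and with WT groups of replicate 3 only, chosen after the data had been seen, all 4 counts became 0. The scaling moved some of these counts too. Without TMM factors, also chosen after the data had been seen, the 76 and the 9 genes became 28 and 1. By limma on log2(FPKM + 0.5) they became 22 and 1. Single libraries moved all 4 counts as well. The 186 genes became 112, 84 and 118 without WT + MSU replicates 1, 2 and 3, and 108 and 109 without WT non-treated replicates 1 and 2. The 76 became 42 without WT + MSU replicate 2, and 50 and 46 without WT non-treated replicates 1 and 3. The 16 became 4 and 7 without CD38KO + MSU replicates 1 and 3, 10 and 4 without WT + MSU replicates 1 and 2, and 9 and 10 without WT non-treated replicates 2 and 3. The 9 became 3 and 4 without CD38KO + MSU replicates 1 and 3, and 5 and 4 without WT + MSU replicates 1 and 2. Cebpzos was not called in CD38KO in a fit of the 2 groups alone (adjusted p = 0.113), and without TMM factors Abi2 was not called with apigenin (0.104). In CD38KO, Cebpzos was not called without CD38KO + MSU replicate 1 (adjusted p = 0.0974) or 3 (0.0653) or WT + MSU replicate 2 (0.089), and Abi2 not without CD38KO + MSU replicate 1 (0.0858) or WT + MSU replicate 2 (0.088). With MSU, Abi2 was not called without WT + MSU replicate 1 (0.0836), 2 (0.102) or 3 (0.128) or WT non-treated replicate 2 (0.195) or 3 (0.0662), and with apigenin not without WT + MSU replicate 3 (0.0504).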

Of the 527 downregulated (log_2_FC ≤− 1) genes by MSU crystals in WT BMDMs, 64 and 48 genes were upregulated by apigenin in WT BMDMs and CD38KO BMDMs, respectively, of which 13 genes were common shown in Fig. 6A (mean log_2_FC values of DEGs) and Supplemental Fig. 4B (heatmap of DEGs with biological replicates). *Gpr176*, a Gz-linked orphan G protein-coupled receptor (GPCR), was the top DEG downregulated by MSU crystals (log_2_FC < −4) but was upregulated by apigenin or CD38 deficiency. This result was validated by qRT-PCR in BMDMs stimulated with MSU crystals in the presence of apigenin (Fig. 6B).

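Gpr176 was high in some libraries and nearly absent from others of the same group. WT non-treated replicates 1, 2 and 3 held 42, 3592 and 16 counts of it, and WT + MSU replicates 47, 105 and 26. WT + MSU + apigenin held 883, 2 and 25 counts, and CD38KO + MSU 68, 1099 and 1337. Its log2FC was −4.20 ± 2.52 with MSU (edgeR adjusted p = 0.396), 3.59 ± 2.46 with apigenin under MSU (adjusted p = 0.223) and 4.04 ± 2.51 in CD38KO under MSU (adjusted p = 0.395). Without WT non-treated replicate 2 the log2FC with MSU was 0.95 (adjusted p = 0.917), and without WT + MSU + apigenin replicate 1 that with apigenin was −1.32 (adjusted p = 0.688). Gpr176 lies on chromosome 2 of GRCm38 from 118277110 to 118373419, and its end overlaps Gm29232, a non-coding transcript on the same minus strand from 118253255 to 118279430. Reads in the shared part can be counted for either gene, and the counts of both are uncertain in that respect. Gm29232 was at most 1.71 CPM in any library, so reads given to it do not make up for the low Gpr176 counts.

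**Figure D4:**
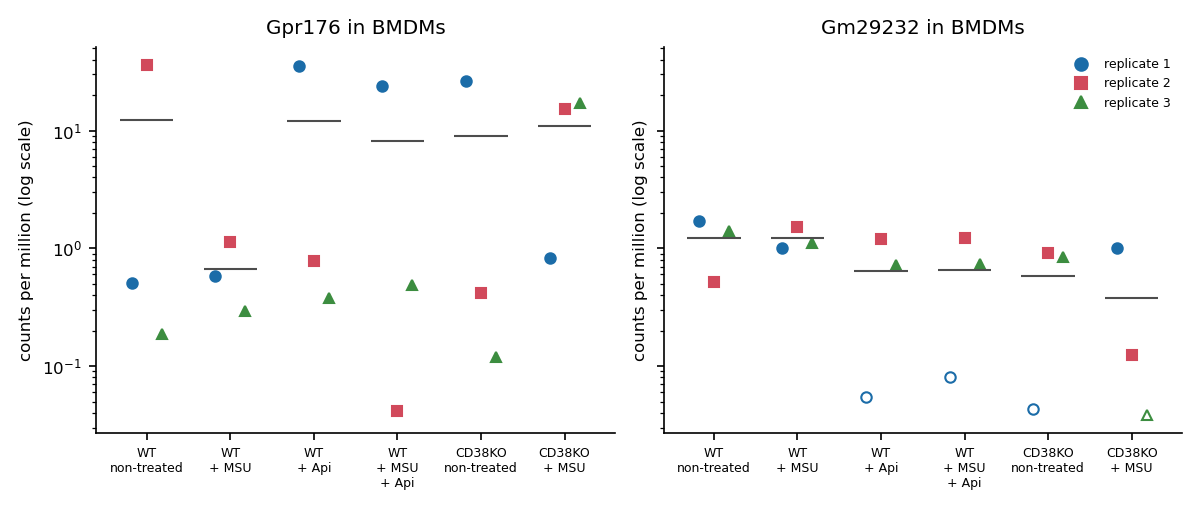
Level (CPM, log axis) of Gpr176 and of the overlapping gene Gm29232 in each of the 18 libraries. Circles, squares and triangles are replicates 1, 2 and 3, horizontal bars are group means, and open symbols are libraries without a count, drawn at 3 counts.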

**Fig. 6:**
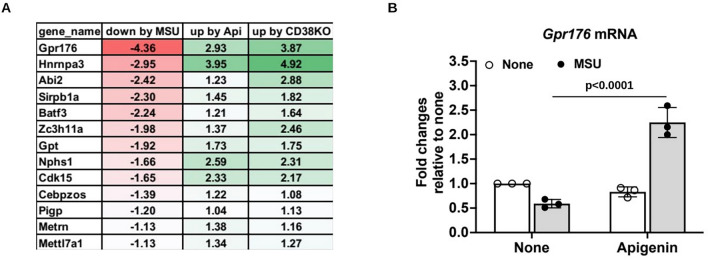
Analysis of DEGs that were downregulated by MSU crystals but upregulated by both apigenin and CD38 knockout in mouse BMDMs. 13 DEGs were identified to be downregulated in WT BMDMs+MSU but upregulated in WT BMDMs+MSU+apigenin and CD38KO BMDMs+MSU (**A**). Expression of *Gpr176* was validated by qRT-PCR analysis of mouse BMDMs stimulated with MSU crystals in the presence or absence of apigenin for 6 hours (**B**). Data in **B** were expressed as mean ± SD. Statistical analysis was performed using Two-way *ANOVA* with Tukey multiple comparison test

### Nicotinamide Riboside (NR) supplementation attenuated MSU crystal-induced inflammatory responses

Oral administration of NR, a bioavailable NAD^+^ precursor that has boosted NAD^+^ levels and exerted anti-inflammatory effects in clinical studies [27–29]. In our in vivo air pouch model study, mice received oral supplementation of NR showed elevated basal and reversed MSU crystal-induced decrease in systemic NAD^+^ levels (Fig. 7A). In addition, MSU crystal-induced leukocyte infiltration (Fig. 7B) and release of IL-1β and CXCL1 in the pouch fluid were greatly inhibited by NR (Fig. 7C, D). For MSU crystal-stimulated mice received oral supplementation, the pouch lining thickness and cell infiltration were evidently reduced, correlated with less CD38 expression (Fig. 7E). Moreover, NR significantly inhibited MSU crystal-induced gene expression of *CD38*, *Steap4*, *Ch25h* and *Olr1* and reversed MSU crystal-induced reduction of *Gpr176* in macrophages in vitro (Supplemental Figure S6).

**Fig. 7:**
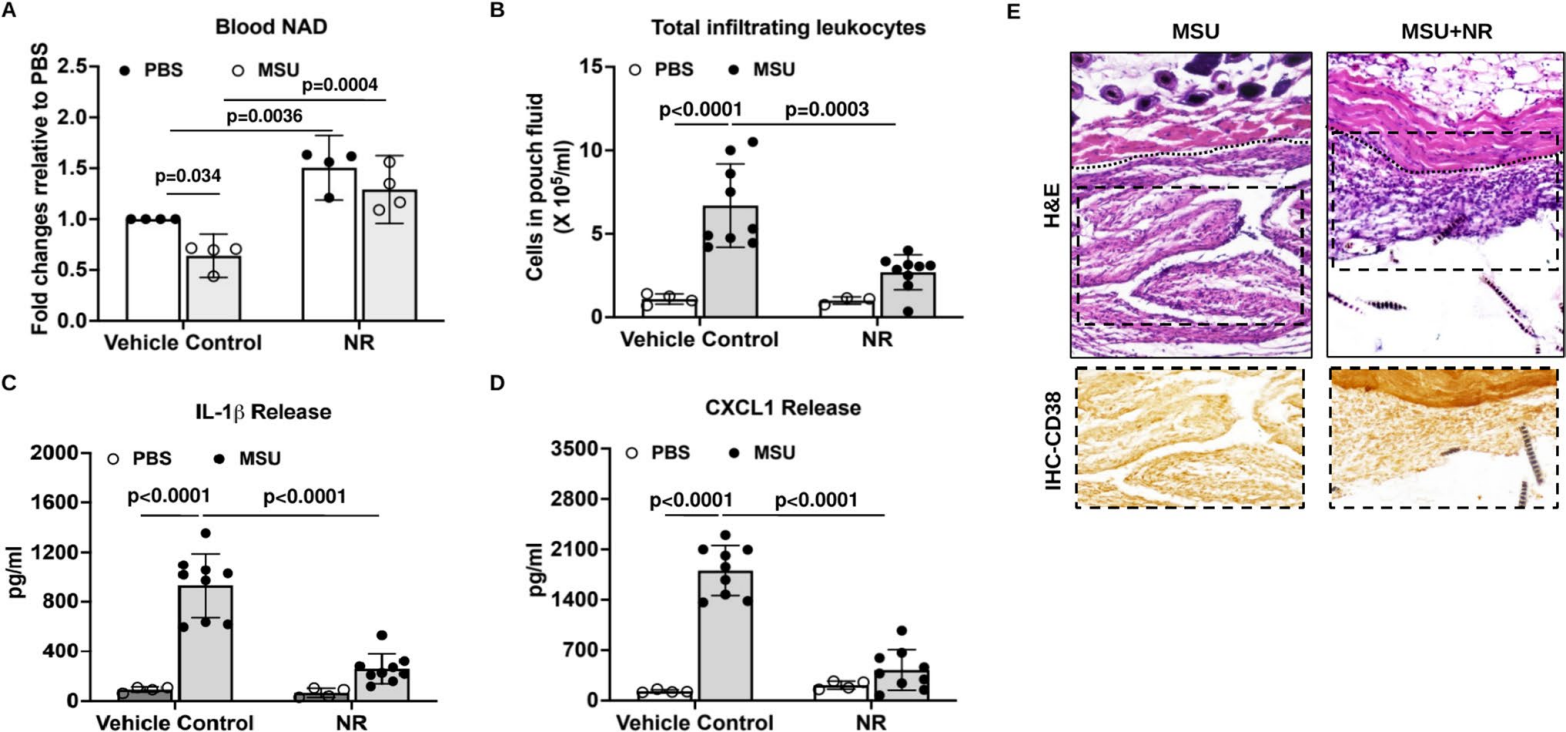
Nicotinamide Riboside (NR) supplementation attenuated MSU crystal-induced inflammatory responses. Air pouches were created, and NR was orally administered to mice. The whole blood NAD^+^ levels were measured by LC-MS and expressed as fold changes relative to the PBS control (**A**). The numbers of infiltrating cells (**B**) and production of IL-1β and CXCL1 (**C**, **D**) in the air pouch exudate 6 hours post-injection were assessed. H&E staining and CD38 IHC analysis (**E**) of air pouch tissue sections were performed. The inflammation scores of pouch lining (below the dotted line) for MSU and MSU+NR groups were 3 and 1, respectively. Data in A were generated with 4 biological replicates (mice) per group and expressed as mean ± SD. Data in **B**–**D** were generated with 9 biological replicates (mice) per group and expressed as mean with 95% CI. Statistical analysis was performed using Two-way *ANOVA* with Tukey multiple comparison test for **A**–**D**

## Discussion

In this study, we confirmed induction of CD38 by MSU crystals, and elucidated the association with significantly reduced intracellular levels of NAD^+^/NADH, in mouse BMDMs in vitro. These effects were reversed by apigenin, a natural flavonoid with ability to block CD38 NADase activity [24]. Importantly, inhibition of CD38 either by two pharmacological inhibitors (apigenin or the more specific compound 78c) or CD38 genetic knockout suppressed MSU crystal-induced release of IL-1β and CXCL1 in BMDMs. Moreover, apigenin-treated or CD38KO mice had blunted inflammatory responses to MSU crystals in vivo.

CD38 induction by MSU crystals was likely mediated by activation of transcription factors NF-κB and STAT, whose binding sites are in the CD38 gene promoter. Both NF-κB and JAK/STAT signalling pathways were highlighted in our KEGG pathway enrichment analysis of genes upregulated by MSU crystals but downregulated by both apigenin and CD38 deficiency. 

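Genes of NF-κB signalling and cytokine genes that act through JAK/STAT were among those that MSU crystals raised and apigenin lowered. Lif, a cytokine gene of the IL-6 family, rose with MSU in WT BMDMs (log2FC 4.77 ± 0.70, edgeR adjusted p = 0.00141) and was lower under MSU with apigenin (−4.80 ± 0.71, adjusted p = 5.19e-05) and in CD38KO (−3.17 ± 0.65, adjusted p = 0.018). Il6 rose from 0.144 to 29.7 CPM (log2FC 7.67 ± 1.56, adjusted p = 0.0101) and fell with apigenin (−6.28 ± 1.47, adjusted p = 0.00211), with a log2FC of −3.93 ± 1.29 in CD38KO (adjusted p = 0.101; 0.0495 without WT + apigenin replicate 2). Vcam1, an adhesion molecule induced through NF-κB, had log2FC values of 2.09 ± 0.52, −1.95 ± 0.51 and −2.85 ± 0.53 in the 3 comparisons, all called. Cd40, a receptor that activates NF-κB, rose with MSU (1.92 ± 0.44, adjusted p = 0.0188) and fell with apigenin (−1.95 ± 0.44, adjusted p = 0.00161), with −0.72 in CD38KO (adjusted p = 0.37). The NF-κB subunit gene Rel and the inhibitor gene Nfkbie were called with apigenin (log2FC −3.64 ± 0.46 and −3.11 ± 0.39, adjusted p = 1.41e-05 and 1.31e-05) and not with MSU (adjusted p = 0.245 and 0.118).

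Lif was already lower in CD38KO than in WT BMDMs before MSU, and it rose with MSU in CD38KO too. Lif and Vcam1 were not called in CD38KO under MSU in a fit of the 2 groups alone (edgeR adjusted p = 0.0759 and 0.0595). In that comparison the fibroblast marker Col1a2 had a log2FC of −3.26. In CD38KO, the calls of Lif and Vcam1 were lost without CD38KO + MSU replicate 1 (adjusted p = 0.109 and 0.0881) and without WT + MSU replicate 2 (0.0995 and 0.0564). With MSU, that of Vcam1 was lost without WT + MSU replicate 1 (0.0625) or 2 (0.105) or WT non-treated replicate 1 (0.0742), 2 (0.0538) or 3 (0.0928), and that of Cd40 without WT + MSU replicate 1 (0.052) or WT non-treated replicate 2 (0.0722) or 3 (0.0715).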

Inhibition of MSU crystal-induced NRLP3 gene expression by apigenin may also act on by inactivation of NF-κB signalling since NF-κB-dependent signals regulate NLRP3 expression. Shim et al. showed that intracellular NAD^+^ decline can provide a non-transcriptional priming signal for NLRP3 inflammasome activation by causing mitochondrial retrograde transport [12]. A lower concentration of intracellular NAD^+^ can lead to increased acetylation of α-tubulin via inhibition of NAD^+^-dependent SIRT2 activity [30].

Regulation and maintaining a proper balance of the NAD^+^/NADH ratio is critical for normal cell function and viability. A decrease in the cellular NAD^+^/NADH ratio, reduced NAD^+^ levels and increased NADH levels have all been observed in aging [31]. NAD^+^/NADH redox imbalance can lead to oxidative stress [32]. Reduced NAD^+^/NADH ratio has been strongly implicated in mitochondrial dysfunction due to suppression of SIRT3 activity [33]. Several studies have shown that mitochondrial SIRT3-mediated activation of SOD2 signalling inactivates NLRP3 inflammasome activation [34–37]. We observed decrease in NAD^+^/NADH ratio and SIRT3 expression and increase in acetylation of SOD2 and mitochondrial superoxide generation in macrophages stimulated with MSU crystals. These effects were limited by apigenin treatment. Hence, apigenin may act on preserving the NAD^+^/NADH balance and activating SIRT3-SOD2 signalling to suppress MSU crystal-induced NLRP3 inflammasome activation by inhibiting generation of mitochondrial ROS.

CD38 consumes NAD^+^ to form NAM, ADPR and to a less extent cADPR [9, 10]. Both ADPR and cADPR can act as second messengers controlling cell functions through calcium (Ca^2+^) mobilization [9, 10]. Ca^2+^ mobilization also plays a critical role in NLRP3 inflammasome activation [38]. CD38 regulates NLRP3 inflammasome activation through cADPR-mediated Ca^2+^ release in vascular smooth muscle cells in diabetic mice [39]. Whether CD38 regulates NLRP3 inflammasome activation by MSU crystals through ADPR or cADPR-mediated Ca^2+^ mobilization in macrophages remains to be determined.

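Il10, the gene of an anti-inflammatory cytokine, and Ifit1, an interferon-stimulated gene, were lower with apigenin but not in CD38KO BMDMs. Il10 was at 1.05 CPM in WT + MSU, without a count in the 3 WT + MSU + apigenin libraries and at 2.70 CPM in CD38KO + MSU. Ifit1 had a log2FC of −5.83 ± 0.96 with apigenin under MSU (edgeR adjusted p = 0.000136) and of −0.48 in CD38KO under MSU (adjusted p = 0.792). Of 21 tested interferon-stimulated genes, 12 were lower with apigenin and none was higher (fry adjusted p = 0.0028, adjusted p = 0.663 with an estimated correlation). Over all tested genes, 5275 differed with apigenin under MSU and 405 between CD38KO and WT BMDMs under MSU, where the fibroblast markers were lower too (median log2FC −2.76). The 405, as 86 higher and 319 lower, became 18 and 30 without CD38KO + MSU replicate 1, and 6 and 8 in a fit of the 2 groups alone. The change with MSU itself differed with apigenin for 126 genes by the interaction term of edgeR (43 higher and 83 lower), and between CD38KO and WT for 0 genes (336 with library weights, and 20 with DESeq2, chosen after the data had been seen). At an unadjusted p under 0.05 it differed between CD38KO and WT for 427 of the 12025 genes, fewer than the 5% that chance gives. This does not show equal responses, because the simulated data with known changes covered no interaction term. Nr4a2 was 1 of the genes whose rise with MSU was smaller with apigenin (interaction log2FC −4.13 ± 0.60, adjusted p = 0.00509). The 126 genes became 70 and 245 without WT + MSU + apigenin replicates 1 and 3, 59 without WT + MSU replicate 2, and 65 and 57 without WT non-treated replicates 1 and 2. The count of 0 became 2 without CD38KO + MSU replicate 2 or CD38KO non-treated replicate 3.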

In this study, more genes upregulated or downregulated by MSU crystals in WT BMDMs were reversed by apigenin treatment (401 or 207 genes, respectively) than by CD38 genetic knockout (64 or 48 genes, respectively). Because apigenin is a selective but not specific CD38 inhibitor, to focus on CD38-targeting effects of apigenin, we performed subsequent analyses with those MSU crystal-induced DEGs (upregulated and downregulated) that were commonly reversed by apigenin and by CD38 knockout. Inhibition of CD38 suppressed several other inflammatory signalling pathways activated by MSU crystals, especially pathways for IL-17 signalling and Th17 cell differentiation, which were also enriched in our previous genome-wide DNA methylation analyses of PBMCs of gout patients [40], chemokine and cytokine receptor binding and activity, and nuclear receptor activity.

*Steap4* was identified as the DEG most robustly induced by MSU crystals that was blunted by both apigenin and CD38 knockout in macrophages. STEAP4 is a metalloreductase that reduces both Fe^3+^ to Fe^2+^ and Cu^2+^ to Cu^+^, which are prerequisites for the transport of these metals into cells [41]. Increased expression of STEAP4 increases iron and/or copper import into cells [41]. STEAP4 is linked to inflammation and innate immune response, and its expression is induced by inflammatory cytokines including IL-1β, TNFα, and IL-6 [41]. Copper levels are elevated in inflamed tissues. Increased STEAP4 enhances cellular copper uptake, activating E3-ligase activity of XIAP, resulting in sustained NF-κB activation [42]. Overexpression of STEAP4 can cause iron accumulation in mitochondria leading to enhanced ROS production and mitochondrial dysfunction, which can further amplify inflammation [43].

Notably, ferroptosis signalling pathway was identified in KEGG pathway enrichment analysis of 154 genes upregulated by MSU crystals but downregulated by apigenin and CD38 knockout. 

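Genes of iron handling and ferroptosis, a list fixed before the data were examined, rose with MSU crystals in WT BMDMs. Of 20 tested genes, 9 were higher and none was lower (9 when adjusted over the list alone; median log2FC 0.82, fry adjusted p = 4.85e-05, adjusted p = 0.00433 with an estimated correlation). Slc7a11, the cystine transporter that protects from ferroptosis, had a log2FC of 2.93 ± 0.46 with MSU, −3.65 ± 0.48 with apigenin under MSU and −1.86 ± 0.44 in CD38KO under MSU (edgeR adjusted p = 0.00213, 1.86e-05 and 0.0307). Slc39a14, an importer of iron and zinc, had 1.84 ± 0.30, −1.45 ± 0.29 and −2.27 ± 0.30 in the same comparisons (adjusted p = 0.00227, 0.000683 and 0.00174). Hmox1, which releases iron from haem, rose with MSU (log2FC 1.83 ± 0.22, adjusted p = 0.000385) and fell with apigenin (−2.91 ± 0.23, adjusted p = 3.11e-07), and was not called in CD38KO (−0.57 ± 0.21, adjusted p = 0.145). Slc40a1, the iron exporter, was lower with apigenin (−2.78 ± 0.45, adjusted p = 0.000109), whereas Gpx4, which repairs lipid peroxides, was higher (1.46 ± 0.32, adjusted p = 0.00137). The rise of Gpx4 depends on the scaling, with a log2FC of 0.75 without TMM factors, 0.79 by limma on log2(FPKM + 0.5) and 0.54 with quantile normalization, none of them called. With apigenin 9 genes of the list were lower and 1 was higher (fry adjusted p = 0.000111, adjusted p = 0.627 with an estimated correlation), and in CD38KO 3 were lower (7 when adjusted over the list alone; fry adjusted p = 0.00359, adjusted p = 0.118 with an estimated correlation). Slc7a11 and Slc39a14 were not called in CD38KO in a fit of the 2 groups alone (adjusted p = 0.156 and 0.0595). In CD38KO the call of Slc7a11 was lost without CD38KO + MSU replicate 1 (adjusted p = 0.134) or 3 (0.108) or WT + MSU replicate 2 (0.114) or 3 (0.0738). The fibroblast marker Pdgfra had a log2FC of −2.76 in that comparison, and its call was lost without CD38KO + MSU replicate 1 (0.125) or 2 (0.0538) or WT + MSU replicate 2 (0.121).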

Ferroptosis is an iron-dependent cell death pathway with unique characteristics including lipid peroxide accumulation, mitochondrial cristae loss, and mitochondrial membrane rupture and condensation [44]. Ferroptosis is triggered by accumulation of iron and lipid peroxidation and is linked to NLRP3 inflammasome activation [44]. Given the ability of MSU crystals to robustly induce *Steap4* expression and promote macrophage mitochondrial cristae loss [45], it is conceivable that ferroptosis via mitochondrial iron accumulation is involved in MSU crystal-induced NLRP3 inflammasome activation.

STEAP4 also plays a critical role in osteoclastogenesis [46]. Enhanced monocyte/macrophage differentiation to osteoclasts, and increased osteoclastogenesis at the tophus-bone interface are believed to contribute to bone erosion in gouty arthritis [47]. 

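Of 10 tested genes of osteoclast differentiation and function, in a list fixed before the data were examined, none was higher or lower with MSU crystals in WT BMDMs, with a median log2FC of 0.35. The list was not called with MSU (fry adjusted p = 0.146). It is not the KEGG gene set that the paper used. With apigenin under MSU, Dcstamp, a gene of osteoclast fusion, was lower (log2FC −1.43 ± 0.43, edgeR adjusted p = 0.0112) and Mmp9, a gelatinase gene, was higher (1.30 ± 0.40, adjusted p = 0.0119; 0.051 without WT + MSU replicate 1, and a log2FC of 0.58 without TMM factors and 0.60 by limma on log2(FPKM + 0.5), not called). Src, a kinase that osteoclasts need for resorption, was lower (−1.54 ± 0.48, adjusted p = 0.0126), but not without WT + MSU + apigenin replicate 1 (0.0561) or 3 (0.0516). The list moved down with apigenin (fry adjusted p = 0.0153, adjusted p = 0.734 with an estimated correlation). In CD38KO under MSU, Ctsk, which encodes the protease cathepsin K, was higher (1.23 ± 0.21, adjusted p = 0.00873; not called in a fit of the 2 groups alone), and adjusted over the list alone 3 genes were higher and 2 lower (fry adjusted p = 0.718).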

Notably, osteoclast differentiation was one of enriched BMDM signalling pathways upregulated by MSU crystals but downregulated by apigenin and CD38 genetic knockout in the KEGG pathway analysis.

This study also revealed that apigenin and CD38 genetic knockout suppressed induction by MSU crystals of *Ch25h* and *Olr1*, genes involved in cholesterol and fatty acid metabolism and signalling in macrophages. *Ch25h* is a cholesterol 25-hydroxylase that converts cholesterol to 25-hydroxycholesterol (25-HC), an oxysterol acting as an innate immune mediator that can amplify inflammatory responses in macrophages [48]. OLR-1 is a transmembrane glycoprotein that binds a broad spectrum of structurally distinct ligands such as oxLDL, phosphatidylserine (PS), apoptotic bodies, advanced glycation end-products (AGEs), and Hsp60 [49, 50]. Following uptake of its ligand, OLR-1 induces inflammatory signalling pathways leading to production of ROS, secretion of inflammatory cytokines and induction of apoptosis [49, 50]. These data implicate that MSU crystal-induced inflammatory responses could be mediated through impaired iron homeostasis and dysregulated cholesterol and lipid metabolism and signalling in macrophages, all targetable by inhibition of CD38.

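In CD38KO BMDMs, both Ch25h and Olr1 were higher with MSU crystals. Ch25h was at 0.0354 ± 0.0614 CPM in CD38KO non-treated BMDMs, lower than in WT non-treated (log2FC −5.81 ± 1.08, edgeR adjusted p = 0.0043), and had a log2FC of 5.51 ± 1.07 with MSU in CD38KO (adjusted p = 0.0136; 0.0649 without CD38KO non-treated replicate 2). Ch25h was almost without counts in CD38KO non-treated, and over the settings these log2FC values ran from −10.2 to −1.40 and from 1.08 to 9.93. Olr1 rose in CD38KO from 0.760 ± 0.0223 CPM (log2FC 3.95 ± 0.52, adjusted p = 0.00139). The interaction of MSU and CD38KO had a log2FC of 2.96 ± 1.28 for Ch25h and −0.39 ± 0.66 for Olr1, and neither passed the test (adjusted p = 1 for both). The value for Ch25h turned to −0.35 by limma on log2(FPKM + 0.5). With apigenin alone, Ch25h was at 0.446 ± 0.334 CPM and Olr1 at 0.985 ± 0.259 CPM. The interaction of MSU and apigenin was −4.97 ± 0.70 for Olr1 (adjusted p = 0.00509) and −2.22 ± 1.19 for Ch25h (adjusted p = 0.439). From the genes of iron homeostasis and of cholesterol and lipid metabolism that apigenin and CD38 knockout have in common, the paper proposes that impairment of the former and dysregulation of the latter could mediate inflammatory responses to MSU crystals, and that inhibition of CD38 can target them.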

*Gpr176*, the DEG most robustly downregulated by MSU crystals in macrophages, was conversely upregulated by both apigenin and CD38 knockout. 

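Over the 18 libraries Gpr176 was at 15.1 to 36.3 CPM in 6 libraries and at 0.0415 to 1.13 CPM in the other 12, and 5 of the 6 groups held libraries of both kinds. Only WT + MSU held none of the higher kind. Hnrnpa3, an RNA-binding protein gene that the paper's Fig. 6A also lists, likewise varied within groups, from 16 to 6343 counts over all libraries. Its log2FC was −2.93 ± 1.56 with MSU (edgeR adjusted p = 0.325), 4.53 ± 1.68 with apigenin under MSU (adjusted p = 0.0308) and 5.04 ± 1.72 in CD38KO under MSU (adjusted p = 0.112). With WT groups of replicate 3 only, chosen after the data had been seen, the value with apigenin turned to −0.57. The call with apigenin was lost without TMM factors (0.0518), and without WT + MSU replicate 1 (0.0936), 2 (0.0805) or 3 (0.06) or WT + MSU + apigenin replicate 2 (0.0866). Among genes with at least 10 CPM in a library, 71 in WT non-treated, 59 in WT + MSU, 104 in WT + MSU + apigenin and 72 in CD38KO + MSU had counts that differed by over 20-fold between the 3 libraries of the group.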

GPR176 is an orphan GPCR involved in normal circadian rhythm behaviour [51]. Studies have shown that expression of GPR176 is enriched in the suprachiasmatic nucleus (SCN), the brain's circadian pacemaker, and that GRP176 governs daily rhythms in behaviour and physiology [51]. Expression of GPR176 in the SCN is under the control of the core clock components *Cry1* and *Cry2* [51]. Circadian disruption can lead to dysregulation of immune responses and inflammation which can further interfere with circadian rhythms [52]. Gout flares, disproportionately frequent at night, appear significantly influenced by circadian rhythm, which regulates NLRP3 inflammasome activation, and phagocyte behaviour, and is subject to altered epigenomic modulation in gout patients [40, 53]. Hence, downregulation of GRP176 by MSU crystals, by altering circadian rhythm behaviour in macrophages, has the potential capacity to modulate inflammatory responses to MSU crystals.

Our demonstration of the capacity of oral supplementation of the NAD^+^ precursor NR to elevate systemic NAD^+^ levels and attenuate inflammatory responses to MSU crystals was noteworthy. Clinical trials have shown that oral supplementation of NR is well-tolerated, has boosted human NAD^+^ metabolism in a dose-dependent manner [54, 55], and exerts anti-inflammatory effects [27–29]. Therefore, translational strategies to boost NAD^+^ levels using oral NR supplementation warrant further clinical investigations for preventing and limiting gout flares.

In conclusion, CD38 deficiency through either pharmacologic inhibition or genetic knockout attenuated inflammatory responses to MSU crystals in macrophages in vitro and in the air pouch model in vivo. CD38 inhibition acts by preserving intracellular NAD^+^/NADH balance, which is associated with NAD^+^-dependent sirtuin signalling. Seminal studies suggested that gout patients may have lower systemic NAD^+^ levels and increased PBMC CD38 expression compared to healthy controls. Larger-scale analyses would be of interest but were beyond the scope of this study. Gout incidence and prevalence increase with age. In this context, CD38 expression and activity are increased during aging associated with NAD^+^ decline [9, 10]. Thus, inhibition of CD38 is identified as a novel candidate druggable approach to prevent and treat gouty inflammation, by correcting an aging-associated change.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. RNA-seq data is available in the Gene Expression Omnibus (GEO) database #GSE214587.

# Supplementary material for: The NADase CD38 is a central regulator in gouty inflammation and a novel druggable therapeutic target
**Source:** Inflamm Res. 2024 Mar 16;73(5):739–51. doi: 10.1007/s00011-024-01863-y
**Supplement:** Supplementary file 1 — Supplementary file1

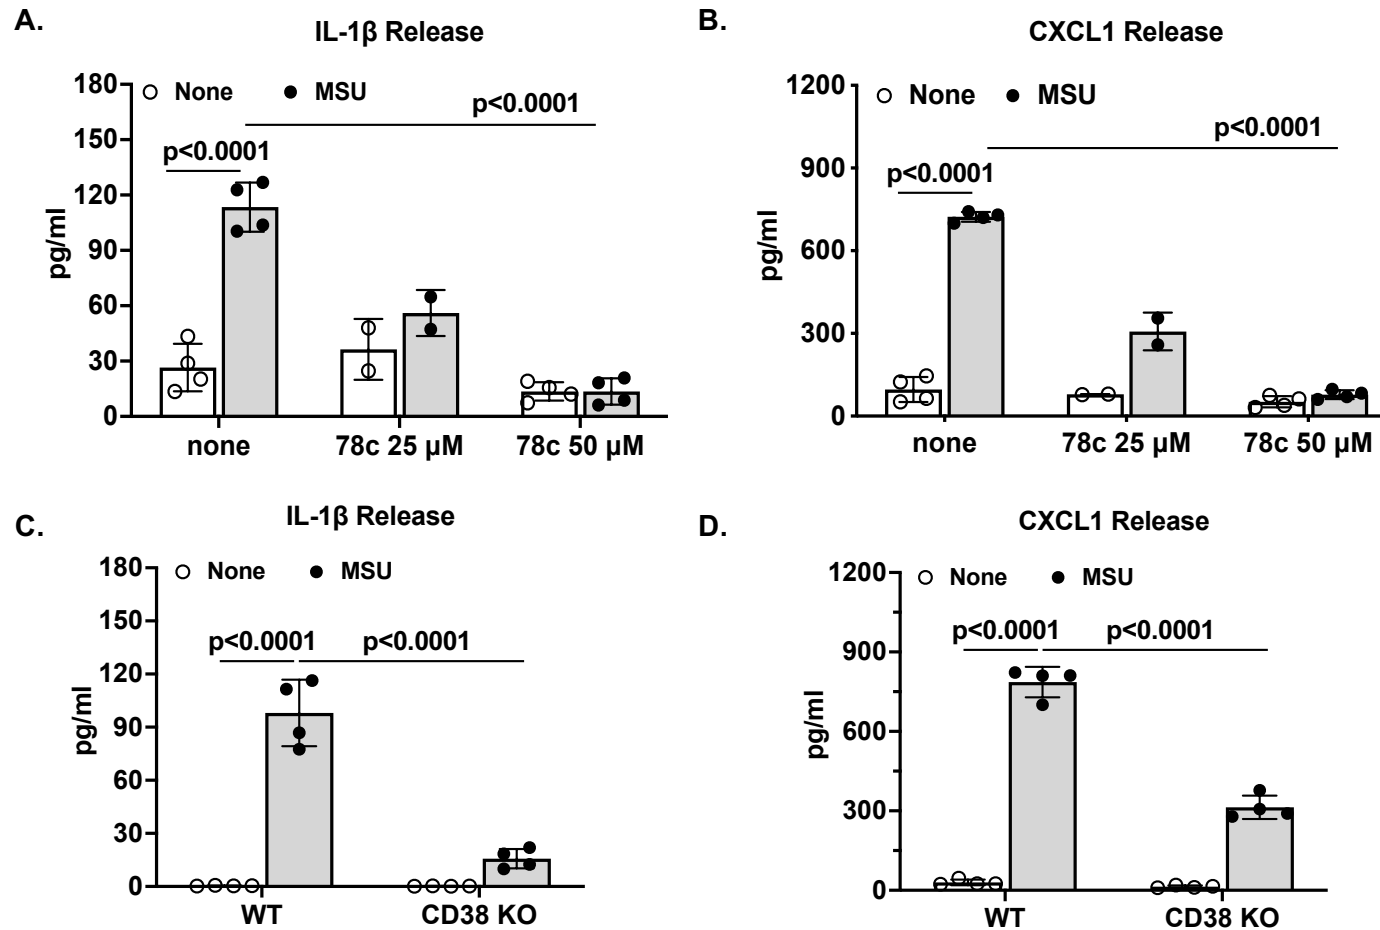

Supplemental Figure S1. Inhibition of MSU crystal-induced release of IL-1 β and CXCL1 by 78c and CD38 deficiency in BMDMs *in vitro*. WT BMDMs in the presence or absence of CD38-specific inhibitor 78c (25 and 50 μ M) and CD38KO BMDMs were stimulated with MSU crystals (0.2 mg/ml) for 24 hours. The conditioned media was used to quantify IL-1 β and CXCL1 by ELISA analysis. Data were generated with 2-4 biological replicates and expressed as mean $\pm$ SD. Statistical analysis in A-D was performed using Two-way ANOVA with Tukey multiple comparison test. In A and B, data from 78c 25 μ M group were not included in the statistical analysis.

A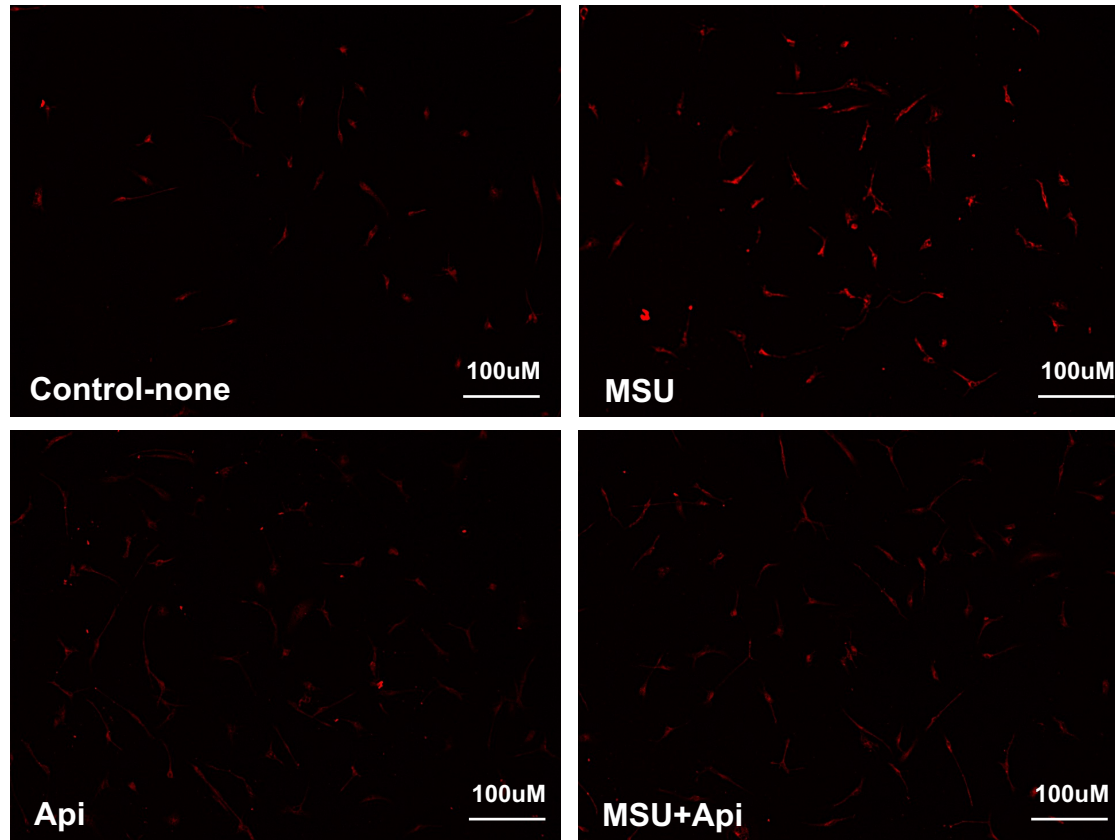**B**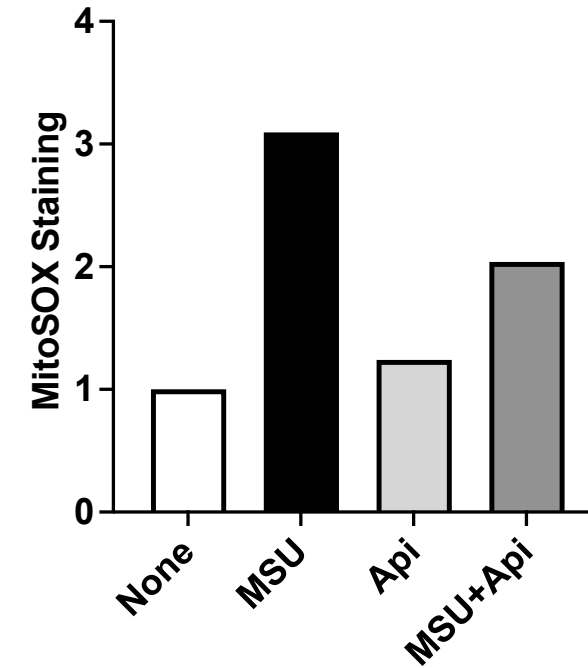

Supplemental Figure S2. Inhibition of MSU crystal-induced mitochondrial superoxide generation by apigenin in BMDMs in vitro. Mouse BMDMs were stimulated with MSU crystals (0.2 mg/ml) in the presence or absence of apigenin (25 µM) for 1 hour. MitoSOX Red staining (indicator of mitochondrial superoxide) were performed by incubating the cells with MitoSOX Red reagent (Thermo Scientific) reagent (1 µM), which was visualized in fluorescence Microscopy (A). All images underwent an 8-bit conversion, followed by contrast enhancement and threshold application. Subsequently, the intensity was analyzed using Image J and presented in the graph (B). Stronger red fluorescence signals were observed in cells treated with MSU crystals, compared to non-treated control. These were not seen when apigenin was present in the cells (MSU+Api), suggesting that apigenin can inhibit MSU crystal-induced mitochondrial superoxide generation.

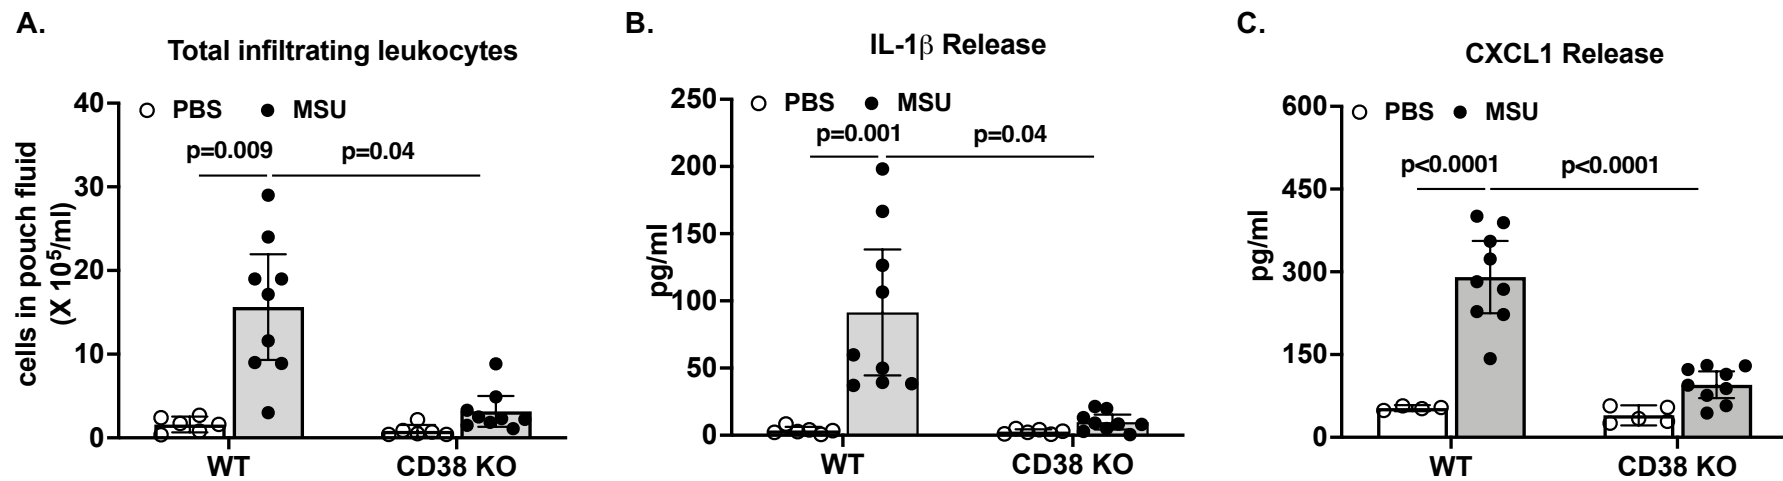

Supplemental Figure S3. CD38KO mice exhibited attenuated inflammatory responses to MSU crystals in the air pouch model *in vivo*. Air pouches were created in WT and CD38KO mice. Acute inflammatory responses to MSU crystals were determined by measuring the numbers of infiltrating leukocytes and production of IL-1 β and CXCL1 in the air pouch exudate 6 hours post-injection (A-C). Data were generated with 9 biological replicates (mice) per group and expressed as mean with 95% CI. Statistical analysis was performed using Kruskal-Wallis with Dunn's multiple comparison test (for A and B) and Two-way ANOVA with Tukey multiple comparison test (for C).

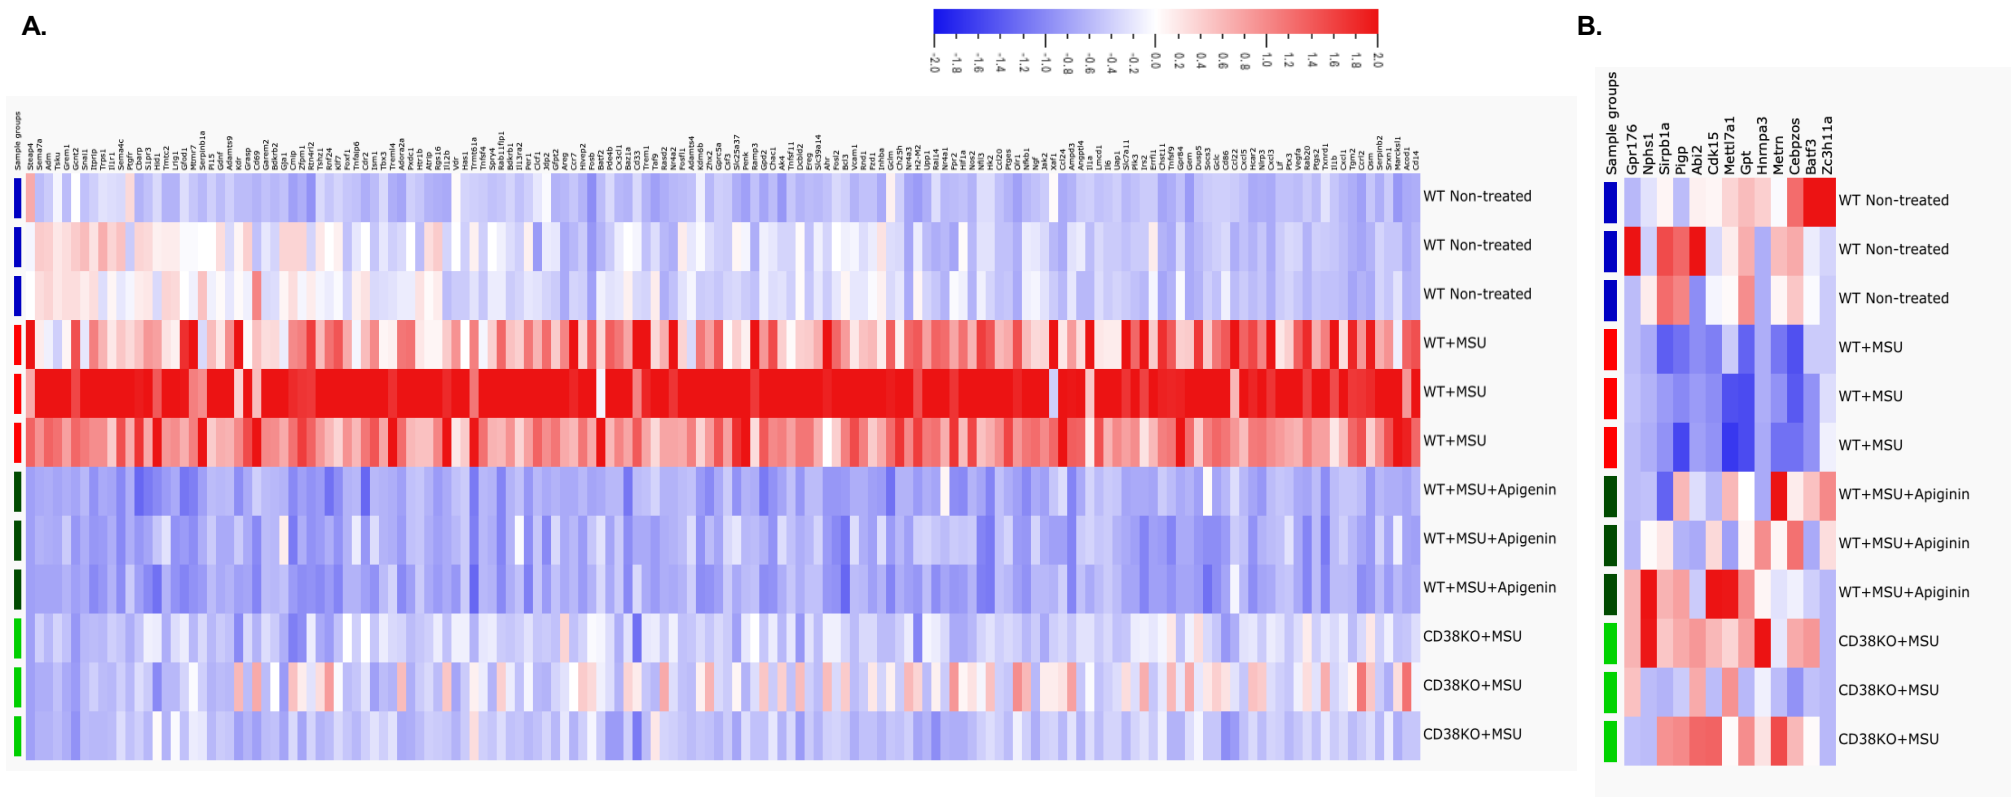

Supplemental Figure S4. Heatmaps of 154 DEGs upregulated by MSU crystals but down regulated by both apigenin and CD38 knockout (A) and of 13 DEGs downregulated by MSU crystals but upregulated by both apigenin and CD38 knockout (B) in WT-non-treated, WT+MSU, WT+MSU+apigenin and CD38KO+MSU groups with 3 biological replicates for each group.

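The list of 154 genes held 10 cytokine genes, 7 chemokine genes, 7 immediate early genes and 6 genes of iron handling and ferroptosis, and none of the osteoclast list. These gene lists were fixed before the data were examined and are not the KEGG gene sets that the paper used. The last count therefore does not bear on the paper's osteoclast pathway result. Of the 154 genes, 129 were among the tested genes. For 117 of them (90.7%) all 3 WT + MSU libraries lay above all 3 WT non-treated libraries, for 122 (94.6%) above all WT + MSU + apigenin libraries and for 102 (79.1%) above all CD38KO + MSU libraries, where chance gives 1 in 20 for 3 libraries all above 3 others. All 3 held for 92 genes. By edgeR's test, 41 of the 154 genes were called in all 3 comparisons. Of the 13 genes of the other list, 11 were tested, and for 7, 6 and 8 of them the WT + MSU libraries lay below those of the same groups, for 5 below all 3 groups. The study chose both lists on these libraries, so these counts are not independent evidence of their direction.

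**Figure D5:**
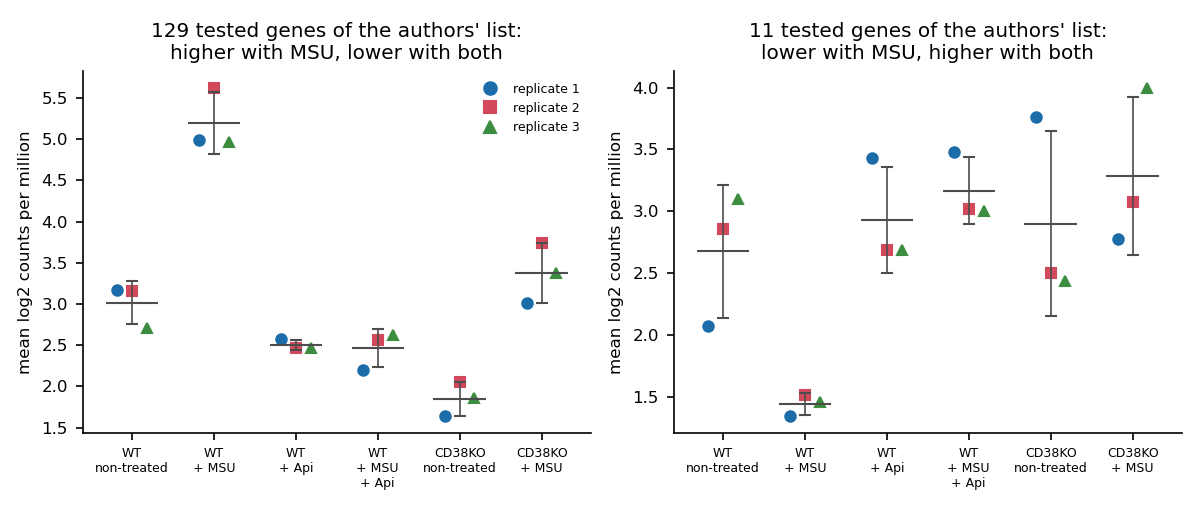
Mean log2 CPM of the 129 and of the 11 tested genes of the 2 lists (vertical axis) in each of the 18 libraries. Circles, squares and triangles are replicates 1, 2 and 3, and bars are group mean and SD.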

A.

number of nodes:	154
number of edges:	587
average node degree:	7.62
avg. local clustering coefficient:	0.454
expected number of edges:	139
PPI enrichment p-value:	< 1.0e-16

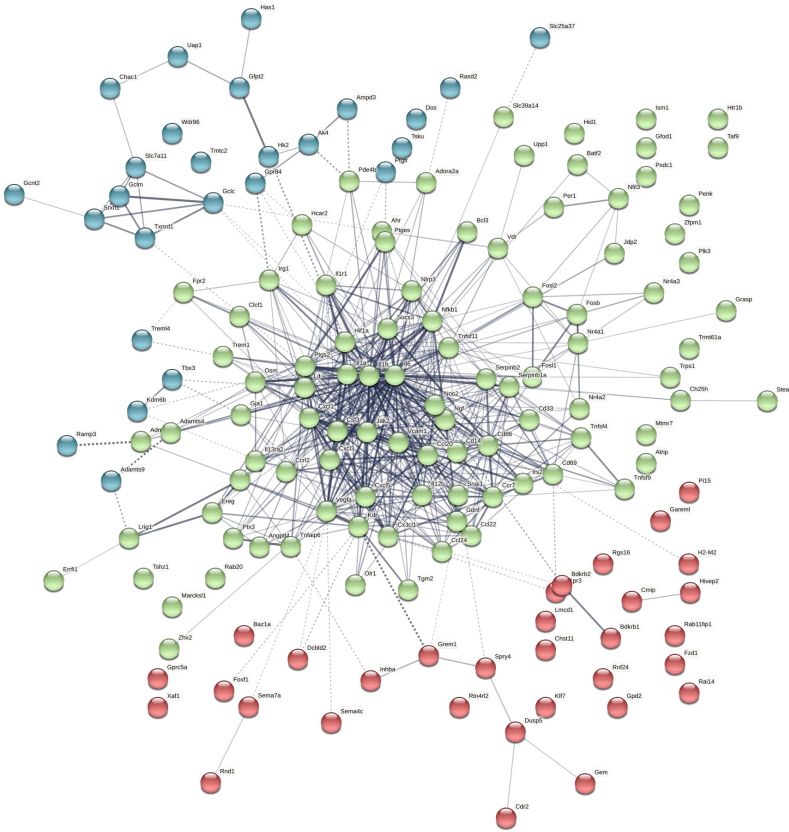

B.

Molecular Function (Gene Ontology): Green cluster				
GO-term	description	count in network	strength	false discovery rate
GO:0045236	CXCR chemokine receptor binding	4 of 13	1.85	0.0001
GO:0008009	Chemokine activity	7 of 41	1.59	3.65E-07
GO:0042379	Chemokine receptor binding	8 of 64	1.46	2.60E-07
GO:0004879	Nuclear receptor activity	5 of 42	1.44	2.30E-04
GO:0048020	CCR chemokine receptor binding	5 of 44	1.42	0.00026
GO:0001223	Transcription coactivator binding	3 of 26	1.42	0.0195
GO:0005125	Cytokine activity	20 of 215	1.33	1.65E-17
GO:0005164	Tumor necrosis factor receptor binding	3 of 33	1.32	3.42E-02
GO:0004896	Cytokine receptor activity	23 of 271	1.29	2.04E-19
GO:0032813	Tumor necrosis factor receptor superfamily binding	4 of 48	1.28	0.0067
GO:0001221	Transcription cofactor binding	4 of 52	1.25	8.50E-03
GO:0008083	Growth factor activity	11 of 148	1.23	3.11E-08
GO:0070851	Growth factor receptor binding	10 of 144	1.2	3.59E-07
GO:0004896	Cytokine receptor activity	5 of 93	1.09	0.0061
GO:0048018	Receptor ligand activity	25 of 475	1.08	5.29E-17
Molecular Function (Gene Ontology): Red cluster				
GO-term	description	count in network	strength	false discovery rate
GO:0004947	Bradykinin receptor activity	2 of 2	2.84	0.0394
Molecular Function (Gene Ontology): blue cluster				
GO-term	description	count in network	strength	false discovery rate
GO:0004357	Glutamate-cysteine ligase activity	2 of 2	2.93	1.35E-02

Supplemental Figure S5. 154 DEGs that were upregulated by MSU crystals but downregulated by both apigenin and CD38 knockout were subject to STRING application-Protein Query to generate a node network (A), and to Gene ontology to identify molecular function (B).

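The network and the ontology terms start from a list of gene names alone. STRING draws each gene's protein as a node and joins proteins with known or predicted associations by lines, so that proteins with many shared associations fall into clusters. The ontology analysis counts how many genes of the list carry each molecular function term and compares that count with the one over a background of genes. Neither step uses the size of a gene's change, its spread between replicates or its level. The list entered both with genes such as Cx3cl1, a membrane-bound chemokine gene, Angptl4, a secreted regulator of lipoprotein lipase, and Jak2, a kinase of cytokine receptors.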

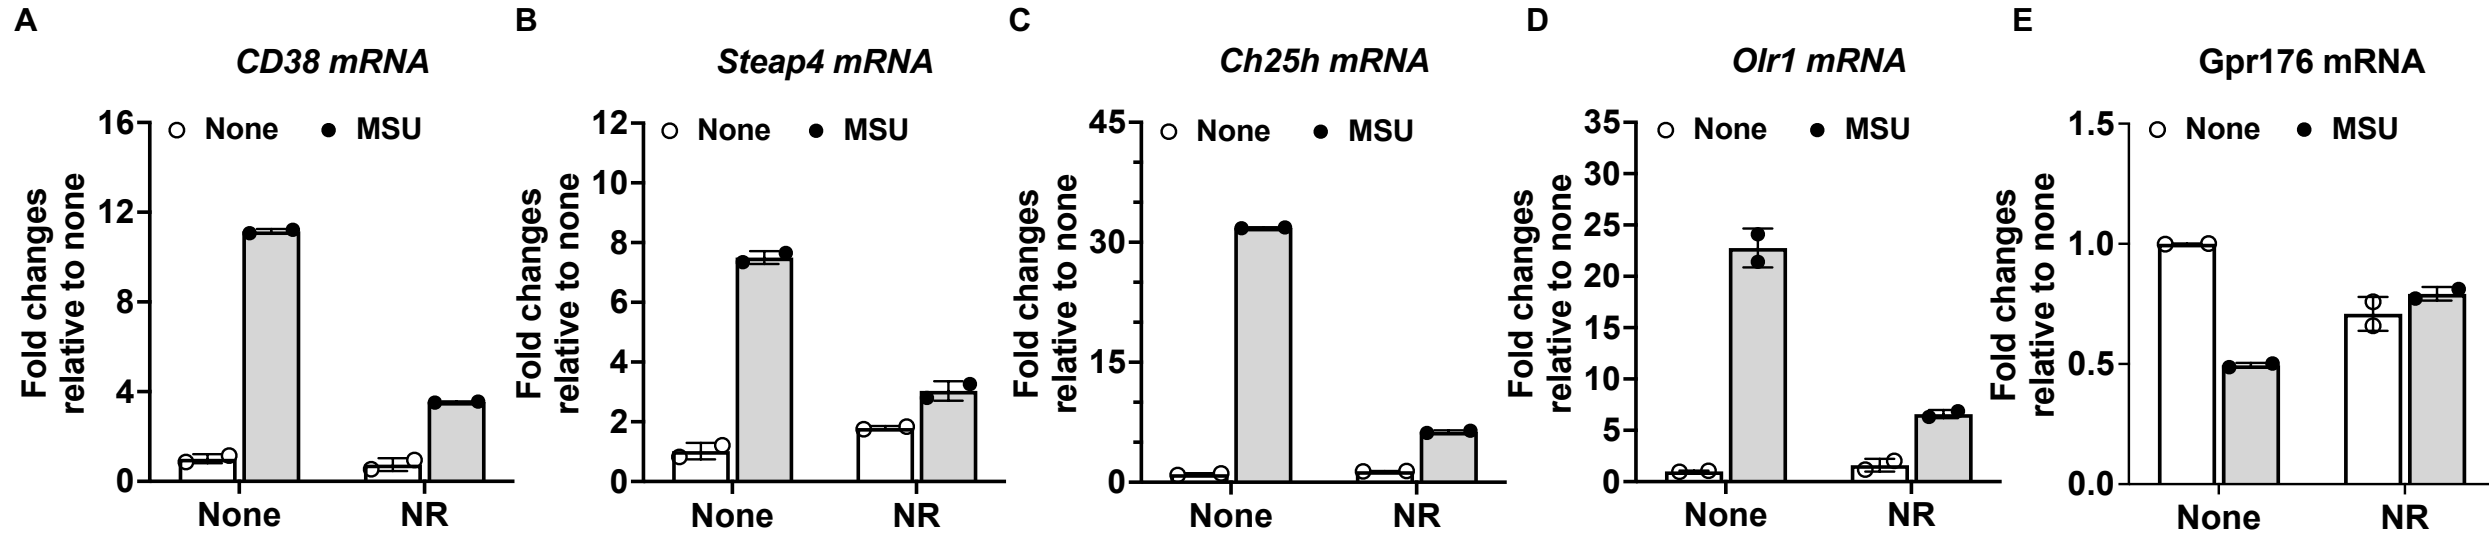

Supplemental Figure S6. Effect of NR on gene expression in BMDMs in response to MSU crystals *in vitro*. Mouse BMDMs were stimulated with MSU crystals (0.2 mg/ml) in the presence or absence of NR (0.2 mM) for 6 hours., followed by qRT-PCR analysis of expression of *CD38*, *Steap4*, *Ch25h*, *Olr1* and *Gpr176*. NR significantly inhibited MSU crystal-induced gene expression of *CD38*, *Steap4*, *Ch25h* and *Olr1* (A-D) and reversed MSU crystal-induced reduction of *Gpr176* (E).

#1	NAD	NADH	NAD/NADH	NAD/NADH (relative to none)
none	431.638	117.094	3.755	1.000
MSU	460.847	223.196	2.222	0.580
Api, 25 μ M	449.577	70.091	7.349	1.896
MSU+Api	458.932	72.752	6.706	1.758
#2	NAD	NADH	NAD/NADH	NAD/NADH (relative to none)
none	483.770	111.759	4.330	1.000
MSU	519.281	227.969	2.312	0.533
Api, 25 μ M	482.292	66.797	7.311	1.686
MSU+Api	481.991	80.952	5.957	1.377
#3	NAD	NADH	NAD/NADH	NAD/NADH (relative to none)
none	513.864	114.541	4.491	1.000
MSU	559.706	205.476	2.739	0.612
Api, 25 μ M	495.848	73.678	6.730	1.500
MSU+Api	512.028	72.161	7.109	1.583

Supplemental Table I. Measurement of intracellular NAD⁺ and NADH in BMDMs. Mouse BMDMs were stimulated with MSU crystals (0.2 mg/ml) in the presence or absence of apigenin (25 μ M) for 24 hours. The cellular NAD⁺ and NADH content were measured using a NAD⁺/NADH quantification colorimetric kit (BioVision), and the NAD/NADH ratio was determined. The fold changes relative to none (non-treated) were calculated.

Measuring NAD⁺ levels from whole blood

To 100µl blood samples, 400µl -80°C methanol containing mass + 3 NAD⁺ (45.5µM) was added and sonicated at 4°C 3x for 10 seconds each. Following addition of 400µl CHCl₃ and vortexing, 200µl H₂O was added and samples were vortexed well. Samples were then centrifuged at 13,000rpm for 15 minutes at 4°C. 400µl of the top aqueous phase containing the metabolites was transferred to a clean 1.5mL Eppendorf, flash-frozen at -80°C using liquid nitrogen and subjected to lyophilization. Samples were reconstituted in 20µl degassed buffer A (10mM ammonium acetate in H₂O + 0.1% formic acid), centrifuged 13,000rpm for 15 minutes at 4°C, and transferred to mass spectrometry tubes for analysis.

An Agilent 1200 Series HPLC coupled to a Thermo Q Exactive Plus mass spectrometer was used for sample analysis. An autosampler was used to inject the samples onto an Agilent Zorbax 300SB-C18 reversed-phase column (2.1 × 150 mm, 5-micron) using a 1.0 µL injection volume for each. Solvent A consisted of 10 mM ammonium acetate in H₂O + 0.1% formic acid, and Solvent B consisted of methanol + 0.1% formic Acid. A flow rate of 50 µL per minute was used for the first 6 minutes of the run at 2.0% B solvent, followed by a gradient from 2.0–95.0% B from 6 to 20 minutes along with an increased flow rate of 150 µl per minute. The solvent was held at 95.0% B from 20 to 30 min and returned to 2.0% B for the remainder of the run. A HESI (heated electrospray ionization) source was used with positive polarity, a capillary temperature of 320 °C, the source voltage of 3.2 kV, S-lens RF level of 60, and a sheath gas flow rate of 16.0. One full scan from 100–900 *m/z* was performed at 17,500 resolution, followed by targeted MS² scans of NAD M+3 (667.1 *m/z*) and NAD⁺ (664.1 *m/z*) at 35,000 resolution with an isolation width of 2.0 *m/z*. Normalized CID collision energy was set to 25.

How the deposited data were processed for this re-analysis (not part of the article)

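The sequencing data cover 18 libraries of RNA from mouse BMDMs, 3 biological replicates in each of 6 groups, with RNA selected by poly(A) and prepared as stranded libraries. The authors deposited a table of 55450 genes with a whole-number count and an FPKM value per gene and library. The FPKM values are the authors' normalization for gene length and sequencing depth. A second deposited table holds the log2 ratios of group means for the genes that the authors selected in each comparison, without p-values. Recomputed from the FPKM values, those log2 ratios differed from the deposited ones by at most 0.01, for 1 gene with the other of 2 IDs that share its name. The submitters' processing notes name cutadapt, FastQC, HISAT2, StringTie and edgeR without versions, and the assembly is not given in the sources used here. The gene IDs of all 55450 genes match GENCODE M21 on GRCm38, from which gene positions were taken, and 663 gene names are shared by several IDs. Every column of counts belonged to 1 library of the study (0 columns could not be assigned). For the 6 apigenin libraries the titles and a treatment tag of the labels disagree on which of them also received MSU. The titles were used, since the column headings behind the authors' own selection name the same libraries as apigenin with MSU.

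Total counts of 51058336 to 83209648 per library limit the precision of genes near 0 counts. These totals cover counting error only, and the spread between the 3 replicates is larger. No pair of libraries was a copy of another, with a chi-square per gene of 101.5 to 723.6 between replicates. The TMM factors were 0.667 to 0.837 in the apigenin libraries and 1.06 to 1.31 in the others. The 20 genes with the most counts took 23.5% to 29.7% of the counts with apigenin and 14.4% to 20.3% without.

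Genes with an FPKM of at least 1 in at least 3 of the 18 libraries were tested, 12025 of 55450. Their counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization and 1 quasi-likelihood fit of the 6 groups, so that all groups share the estimate of the spread. The SE of a log2FC was taken as its size divided by the square root of the F statistic. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2FC of at least 1 in size. The plan made beforehand assumed FPKM values alone and named limma on log2(FPKM + 0.5). Because the table also holds counts, edgeR was used in its place, and limma 3.58.1 with that setting was kept among the alternatives. The comparisons were MSU against non-treated in WT and in CD38KO, apigenin against none with and without MSU in WT, CD38KO against WT with and without MSU, and the interactions of MSU with apigenin and with CD38KO. Overlaps count genes called in both directions stated. The 2 comparisons under MSU share the WT + MSU libraries with the MSU comparison, so overlaps were set against 20 simulations of unchanged groups with shared libraries and against independent lists of the same sizes. The simulations leave out the effects and the independent lists leave out the shared libraries, so neither gives the part of an overlap that comes from sharing.

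The gene lists were written before the data were examined and were tested with fry from limma, adjusted over the lists within a comparison. The fry test shows whether a list's genes move, on balance, in 1 direction and does not compare them with other genes. Each list was also tested with camera at an estimated correlation between genes, and by fry with a replicate block. Camera asks another question than fry, since it compares the genes of a list with the other tested genes. Where many genes change, as with apigenin, a list can be called by fry and not by camera. STRING networks and ontology terms were not analysed here, since their gene sets are not part of the sources used.

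Genes to be named were chosen by a rule with these parts: the genes that the paper's text names for these cells; in each comparison the 10 genes with the largest and the 10 with the smallest log2FC among those called whose libraries do not overlap; the first 10 genes of Fig. 5A and the 13 genes of Fig. 6A, whose changes had been seen in the figures; and in each gene list up to 4 called members with the largest change, and members that the paper names. Outside this rule, the genes common to both lists of lowered genes (Ormdl1, Ivd, Ak8, 1600010M07Rik, Tmem218, Daglb and Ttc38), Angptl4, Jak2, Gm29232, Xist, the strain genes Ifi202b, Gbp2b and Cd1d2, and the genes near Cd38 (Nsg1, Wfs1, Evc2 and Sod3) were chosen after their values were seen.

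Each replicate number was checked for pairing across groups, since the labels name replicates 1 to 3 and the paper's text names no pairing. For the apigenin comparisons, libraries with the same number correlated after removal of group means, at 0.135 to 0.446 with MSU and 0.279 to 0.591 without. With MSU, this is a hint from the data alone that the numbers pair the WT libraries. Without MSU, libraries numbered 1 and 2 also correlated across numbers, at 0.257 and 0.372, so the values do not tell these numbers apart. Values with replicate number as a paired block are given as an alternative: 2259 genes higher and 3206 lower with apigenin under MSU, and 1680 higher and 2775 lower with apigenin alone. With MSU in WT the correlations ran from 0.0783 to 0.549, and 13 of the 18 libraries correlated best with a library of their own number.

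Alternatives set before the data were examined were limma on log2(FPKM + 0.5), log2(FPKM + 0.1) and log2(FPKM + 1), no filter on FPKM, an FPKM minimum of 5, a fit of the compared groups alone, median scaling, quantile normalization, a replicate block, library weights, an unadjusted p, no fold threshold, a fold threshold without a test, the ratio of group mean FPKM, the apigenin groups exchanged, camera for the lists, and leaving out each library. Alternatives chosen after seeing the data were DESeq2 1.42.0, the filterByExpr function of edgeR, scaling by library totals without TMM factors, edgeR's exact test at an unadjusted p with a fold threshold on mean FPKM (on the tested genes, and on genes with 1 CPM in at least 3 libraries), and WT groups of replicates 1 and 2 only or of replicate 3 only.

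The fit was tested on simulated data with the same group sizes. In the 3 comparisons that the paper reports, it called 13.4% to 23.9% of genes changed 2-fold, 67.2% to 80.6% of those changed 4-fold and 84.8% to 90.9% of those changed 8-fold. A change below 4-fold can therefore be missed with 3 libraries per group. Among the unchanged of the 12025 genes there were 2 to 6 false calls. The simulated libraries hold no shared differences between replicates, such as those in Xist and in neutrophil markers. They give no rate of false calls for groups that differ in these. Each comparison was also made for all 10 splits of its 6 libraries into 3 and 3. With 3 libraries against 3 the smallest p that an exact test allows is 0.1, so single genes were not tested by permutation. For 31.5%, 65.7% and 27.6% of the tested genes the libraries of the compared groups did not overlap with MSU in WT, with apigenin under MSU and in CD38KO under MSU, where chance gives 10%. Tables were handled with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.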

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

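The tests of fibroblasts, of the sex and of the strain of the mice and the 3 tests on Gpr176 were chosen after the results had been seen; the tests of the level before MSU and of the fold response were planned, but their reading by a bootstrap interval was added after their values were known. The response to MSU crystals differed with apigenin for 126 genes by the interaction term, a difference between groups; the count became 70 and 245 without WT + MSU + apigenin replicates 1 and 3, 59 without WT + MSU replicate 2, and 65 and 57 without WT non-treated replicates 1 and 2. The following 3 counts come from comparisons that the paper does not report. MSU crystals changed 241 genes in CD38KO BMDMs, 183 higher and 58 lower, where the 183 became 106 without CD38KO + MSU replicate 3 and 76 and 66 without CD38KO non-treated replicates 2 and 3, and the 58 became 15 without CD38KO + MSU replicate 3 and 95, 13 and 18 without CD38KO non-treated replicates 1, 2 and 3. Apigenin alone changed 4237 genes in WT BMDMs, 1573 higher and 2664 lower, which became 129 higher and 4470 lower without TMM factors, so the split by direction depends on the scaling. Non-treated CD38KO BMDMs differed from WT in 520 genes, 44 higher and 476 lower, where the 44 became 27 without CD38KO non-treated replicate 3 and 29, 27 and 75 without WT non-treated replicates 1, 2 and 3.

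For each comparison of 3 libraries with 3, the 10 splits of the 6 libraries are too few for a share under 0.05, and 1 of the 10 splits, the real one, reached the real count. In the other splits a strong difference between the real groups, whatever its source, becomes spread within the groups and lowers the calls. Low counts there are therefore no evidence for a cause. The real count and the highest other were 430 and 1 genes with MSU in WT, 5275 and 0 with apigenin under MSU, 405 and 1 in CD38KO under MSU, 241 and 54 with MSU in CD38KO, 4237 and 1 with apigenin alone, and 520 and 0 in non-treated CD38KO.

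CD38KO BMDMs under MSU had 319 genes lower than WT (30 without CD38KO + MSU replicate 1 and 45 without WT + MSU replicate 2), while Col1a1, an abundant fibroblast transcript, was at 64.6 to 126.6 CPM in CD38KO + MSU and at 231.2 to 1657 CPM in WT + MSU. Whether the sex of the mice adds to this stays open. CD38KO libraries and WT replicate 2 lack Xist, and WT replicate 3 has it. The genes were higher in WT replicate 2 than in WT replicate 3 by a median log2 difference of 0.95 (88.1% of the genes), where an effect of sex alone would make them lower. These replicates also differ in neutrophil markers and in the strain genes named below, so the comparison cannot exclude a part played by sex. A lower share of fibroblasts in the CD38KO cultures is a candidate explanation, since the 314 genes other than Cd38 and the fibroblast markers followed those markers across the WT libraries with a median correlation of 0.900 over genes (0.745 with replicate numbers removed too), against at most 0.262 in 10000 random sets of genes; 6 of the 7 markers are expressed in these cultures, and the culture steps that the paper gives name no sorting of cells. Mice of another strain as the source of WT replicates 1 and 2 cannot be told apart from this, although the paper gives a C57BL6/J background for CD38KO and WT mice alike: Ifi202b, Gbp2b and Cd1d2, which C57BL/6 mice lack or carry in a disrupted form, were each higher in all 8 of these libraries than in the other 10 (Ifi202b at 8.04 to 152.1 CPM against at most 0.206), but the 314 genes were also lower in non-treated CD38KO than in WT non-treated replicate 3, by a median log2 difference of −1.93. The loss of CD38 itself stays open as untested, since fewer fibroblasts can be an effect of the genotype or of how each culture grew.

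Of the 244 genes higher with MSU in WT (114 and 118 without WT non-treated replicates 1 and 2, and 129 and 146 without WT + MSU replicates 2 and 3), 86.9% had a log2FC below 0 in CD38KO under MSU, with a median of −0.60. The WT + MSU libraries used in both comparisons may account for part of this, since the median against a WT + MSU library not used to choose the genes was −0.39, −0.52 and −0.68, below 0 each time but past −0.5 in only 2 of the 3 choices. Whether these genes are lower before MSU stays open: their median log2FC in non-treated CD38KO was −0.20, with a bootstrap interval over genes from −0.30 to −0.10 that lies on both sides of the limit of −0.2 set beforehand. A smaller fold response in CD38KO stays open too, because over 27 chemokine, cytokine and NF-κB target genes the median interaction was 0.18, with a bootstrap interval from −0.30 to 0.75 that reaches past that limit. Both intervals treat the genes as independent and leave out the spread between libraries. The 244 genes were also chosen on the WT non-treated libraries, which can raise their median before MSU. The biological explanation, that CD38 is needed for the full response, was not tested beyond these values.

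Gpr176 was at 15.1 to 36.3 CPM in 6 libraries and at 0.0415 to 1.13 CPM in the other 12. The MSU, apigenin and CD38KO conditions alone do not set this level, since 5 of the 6 conditions held libraries of both kinds. Only WT + MSU held none of the higher kind. Whether a condition changes how often the level is high cannot be told from so few libraries. Reads given to the overlapping gene Gm29232 do not make up for the missing counts, because its level was at most 1.71 CPM in any library, against at least 15.1 CPM for Gpr176 in each of the 6 libraries, although in 5 of the 6 conditions the library highest in Gpr176 was the lowest in Gm29232. The values also argue against RNA from fibroblasts as the source. Of the 6 CD38KO libraries, 4 lay above the WT median of 0.543 CPM, which is itself among the low levels. In 3 CD38KO libraries Gpr176 was above 5 CPM, although all 6 had less of the fibroblast markers than every WT library. The source of the difference stays open, and no biological explanation other than the conditions and RNA from fibroblasts was tested.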

How the results depend on the processing

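The settings with DESeq2, filterByExpr, no TMM factors, the exact tests and the WT groups of fewer replicates were chosen after the data had been seen, and the others before. With 3 libraries per group a change can be missed, since in simulated data of this size 67.2% to 80.6% of 4-fold changes were called in the paper's 3 comparisons. Of the counts of genes under another setting with all libraries used in it, 209 were within 1.5 times the reported count and 196 were not, and of those with 1 library left out, 295 were and 65 were not. Of the changes of single genes under other settings, 4065 kept direction and call, 487 lost the call, 194 gained it and 17 changed direction (4417, 347, 22 and 2 with 1 library left out). Of the list tests 191 kept both, 45 lost the call, 11 gained it and 5 changed direction. Where a group was left with 2 libraries or 1, its spread is assumed to be that of the other groups. The values below are those that moved, as counts of genes, and the cause was not tested, except that fewer genes were tested at an FPKM minimum of 5, no p was required with the fold threshold alone or adjusted with an unadjusted p, no size with no fold threshold, and fewer libraries entered with the WT groups of fewer replicates and the fit of the compared groups alone. Replicate block gave 136 higher in CD38KO under MSU, 83 higher in non-treated CD38KO, 103 lower with MSU in CD38KO and 202 with another MSU response with apigenin. An FPKM minimum of 5 gave 44 higher in CD38KO under MSU, 25 higher in non-treated CD38KO, 880 higher with apigenin alone, 1349 higher with apigenin under MSU, 188 lower in CD38KO under MSU, 231 lower in non-treated CD38KO, 8 lower with MSU and higher in CD38KO, 42 lower with MSU and higher with apigenin, 4 lower with MSU and higher with both apigenin and CD38KO, 1584 lower with apigenin alone and 1861 lower with apigenin under MSU. Fold threshold alone gave 331 higher in CD38KO under MSU, 272 higher in non-treated CD38KO, 241 higher with MSU and lower in CD38KO, 484 higher with MSU and lower with apigenin, 188 higher with MSU and lower with both apigenin and CD38KO, 775 higher with MSU in CD38KO, 597 higher with MSU in WT, 327 higher with apigenin alone, 638 higher with apigenin under MSU, 1307 lower in CD38KO under MSU, 1206 lower in non-treated CD38KO, 133 lower with MSU and higher in CD38KO, 153 lower with MSU and higher with apigenin, 59 lower with MSU and higher with both apigenin and CD38KO, 562 lower with MSU in CD38KO, 682 lower with MSU in WT, 4950 lower with apigenin alone, 5237 lower with apigenin under MSU, 1110 with another MSU response in CD38KO and 1811 with another MSU response with apigenin. Library weights gave 256 higher in CD38KO under MSU, 250 higher in non-treated CD38KO, 145 higher with MSU and lower in CD38KO, 303 higher with MSU and lower with apigenin, 136 higher with MSU and lower with both apigenin and CD38KO, 388 higher with MSU in CD38KO, 207 higher with apigenin alone, 370 higher with apigenin under MSU, 1060 lower in CD38KO under MSU, 1058 lower in non-treated CD38KO, 50 lower with MSU and higher in CD38KO, 39 lower with MSU and higher with apigenin, 437 lower with MSU in CD38KO, 386 lower with MSU in WT, 4029 lower with apigenin alone, 336 with another MSU response in CD38KO and 413 with another MSU response with apigenin. No fold threshold gave 181 higher in CD38KO under MSU, 96 higher in non-treated CD38KO, 352 higher with MSU and lower with apigenin, 440 higher with MSU in WT, 2721 higher with apigenin alone, 49 lower with MSU and higher in CD38KO, 239 lower with MSU and higher with apigenin, 38 lower with MSU and higher with both apigenin and CD38KO, 133 lower with MSU in CD38KO and 404 lower with MSU in WT. A fit of the compared groups alone, by edgeR's quasi-likelihood test, gave 6 higher in CD38KO under MSU, 0 higher with MSU and lower in CD38KO, 0 higher with MSU and lower with both apigenin and CD38KO, 8 lower in CD38KO under MSU, 0 lower with MSU and higher in CD38KO, 0 lower with MSU and higher with both apigenin and CD38KO, 29 lower with MSU in CD38KO and 82 with another MSU response with apigenin. Unadjusted p gave 264 higher in CD38KO under MSU, 167 higher in non-treated CD38KO, 119 higher with MSU and lower in CD38KO, 345 higher with MSU and lower with apigenin, 89 higher with MSU and lower with both apigenin and CD38KO, 571 higher with MSU in CD38KO, 461 higher with MSU in WT, 798 lower in CD38KO under MSU, 808 lower in non-treated CD38KO, 62 lower with MSU and higher in CD38KO, 131 lower with MSU and higher with apigenin, 27 lower with MSU and higher with both apigenin and CD38KO, 231 lower with MSU in CD38KO, 359 lower with MSU in WT, 263 with another MSU response in CD38KO and 868 with another MSU response with apigenin. Quantile normalization gave 76 higher in non-treated CD38KO, 88 higher with MSU and lower in CD38KO, 284 lower in non-treated CD38KO, 1573 lower with apigenin alone, 1975 lower with apigenin under MSU, 2 with another MSU response in CD38KO and 254 with another MSU response with apigenin. Limma on log2(FPKM + 0.5) gave 80 higher with MSU and lower in CD38KO, 75 higher with MSU and lower with both apigenin and CD38KO, 126 higher with apigenin alone, 341 higher with apigenin under MSU, 10 lower with MSU and higher in CD38KO, 22 lower with MSU and higher with apigenin, 1 lower with MSU and higher with both apigenin and CD38KO, 3999 lower with apigenin alone and 1 with another MSU response in CD38KO. Limma on log2(FPKM + 1) gave 75 higher with MSU and lower in CD38KO, 70 higher with MSU and lower with both apigenin and CD38KO, 98 higher with apigenin alone, 271 higher with apigenin under MSU, 5 lower with MSU and higher in CD38KO, 13 lower with MSU and higher with apigenin, 1 lower with MSU and higher with both apigenin and CD38KO and 3 with another MSU response in CD38KO. No filter on FPKM gave 31 higher with MSU and lower in CD38KO, 27 higher with MSU and lower with both apigenin and CD38KO, 10 lower with MSU and higher in CD38KO, 48 lower with MSU and higher with apigenin, 37 lower with MSU in CD38KO, 108 lower with MSU in WT, 1 with another MSU response in CD38KO and 58 with another MSU response with apigenin. Limma on log2(FPKM + 0.1) gave 146 higher with apigenin alone, 420 higher with apigenin under MSU, 26 lower with MSU and higher with apigenin, 2 lower with MSU and higher with both apigenin and CD38KO, 4426 lower with apigenin alone and 4781 lower with apigenin under MSU. Exchanging the apigenin groups gave 194 with another MSU response with apigenin. DESeq2 gave 171 higher in CD38KO under MSU, 83 higher in non-treated CD38KO, 84 higher with MSU and lower in CD38KO, 66 higher with MSU and lower with both apigenin and CD38KO, 433 higher with MSU in CD38KO, 368 higher with MSU in WT, 635 lower in CD38KO under MSU, 37 lower with MSU and higher in CD38KO, 19 lower with MSU and higher with both apigenin and CD38KO, 119 lower with MSU in CD38KO, 20 with another MSU response in CD38KO and 417 with another MSU response with apigenin. Only replicate 3 in the WT groups gave 15 higher in CD38KO under MSU, 0 higher with MSU and lower in CD38KO, 3 higher with MSU and lower with apigenin, 0 higher with MSU and lower with both apigenin and CD38KO, 5 higher with MSU in WT, 595 higher with apigenin alone, 1040 higher with apigenin under MSU, 8 lower in CD38KO under MSU, 40 lower in non-treated CD38KO, 0 lower with MSU and higher in CD38KO, 0 lower with MSU and higher with apigenin, 0 lower with MSU and higher with both apigenin and CD38KO, 27 lower with MSU in CD38KO, 0 lower with MSU in WT and 11 with another MSU response with apigenin. Only replicates 1 and 2 in the WT groups gave 216 higher in CD38KO under MSU, 202 higher in non-treated CD38KO, 324 higher with MSU in CD38KO, 616 lower in CD38KO under MSU, 48 lower with MSU and higher with apigenin, 92 lower with MSU in CD38KO and 120 lower with MSU in WT. The exact test at an unadjusted p with the ratio of mean FPKM gave 236 higher in CD38KO under MSU, 175 higher in non-treated CD38KO, 161 higher with MSU and lower in CD38KO, 360 higher with MSU and lower with apigenin, 121 higher with MSU and lower with both apigenin and CD38KO, 612 higher with MSU in CD38KO, 468 higher with MSU in WT, 276 higher with apigenin alone, 578 higher with apigenin under MSU, 1046 lower in CD38KO under MSU, 996 lower in non-treated CD38KO, 62 lower with MSU and higher in CD38KO, 16 lower with MSU and higher with both apigenin and CD38KO, 356 lower with MSU in CD38KO and 516 lower with MSU in WT. The same exact test on genes with 1 CPM in 3 libraries gave 270 higher in CD38KO under MSU, 214 higher in non-treated CD38KO, 199 higher with MSU and lower in CD38KO, 403 higher with MSU and lower with apigenin, 142 higher with MSU and lower with both apigenin and CD38KO, 769 higher with MSU in CD38KO, 548 higher with MSU in WT, 310 higher with apigenin alone, 622 higher with apigenin under MSU, 1461 lower in CD38KO under MSU, 1531 lower in non-treated CD38KO, 73 lower with MSU and higher in CD38KO, 20 lower with MSU and higher with both apigenin and CD38KO, 468 lower with MSU in CD38KO and 644 lower with MSU in WT. No TMM factors gave 129 higher with apigenin alone, 351 higher with apigenin under MSU, 28 lower with MSU and higher with apigenin, 1 lower with MSU and higher with both apigenin and CD38KO, 4470 lower with apigenin alone and 4813 lower with apigenin under MSU. FilterByExpr gave 1 with another MSU response in CD38KO. Beside the counts of 0, the overlaps at an unadjusted p were 119, 89, 62 and 27 genes and those by DESeq2 84, 66, 37 and 19. Leaving out 1 library gave 18 to 141 higher in CD38KO under MSU, 27 to 75 higher in non-treated CD38KO, 6 to 63 higher with MSU and lower in CD38KO, 90 to 221 higher with MSU and lower with apigenin, 5 to 55 higher with MSU and lower with both apigenin and CD38KO, 66 to 208 higher with MSU in CD38KO, 114 to 271 higher with MSU in WT, 1278 to 1619 higher with apigenin alone, 1958 to 2188 higher with apigenin under MSU, 30 to 370 lower in CD38KO under MSU, 327 to 520 lower in non-treated CD38KO, 4 to 22 lower with MSU and higher in CD38KO, 42 to 81 lower with MSU and higher with apigenin, 3 to 13 lower with MSU and higher with both apigenin and CD38KO, 13 to 95 lower with MSU in CD38KO, 84 to 201 lower with MSU in WT, 2383 to 2727 lower with apigenin alone, 2910 to 3156 lower with apigenin under MSU, 0 to 2 with another MSU response in CD38KO and 57 to 245 with another MSU response with apigenin. Of the 21 gene lists, an estimated correlation called 0 (CD38KO non-treated), 0 (CD38KO under MSU), 1 (MSU by CD38KO), 4 (MSU by apigenin), 6 (MSU in CD38KO), 5 (MSU in WT), 0 (apigenin alone) and 0 (apigenin under MSU), where fry called 5, 8, 0, 7, 12, 12, 5 and 14, and the replicate block called 11 with apigenin alone. Outside the apigenin comparisons, pairing by replicate number is not shown. Replicate 1 has Xist in WT + MSU and lacks it in WT non-treated, while replicates 2 and 3 correlated at 0.492 and 0.549 between these groups. CD38KO libraries of the same number correlated at 0.0199, 0.373 and −0.273 between the groups without and with MSU, and CD38KO and WT libraries come from different mice. A call gained with the replicate block there is therefore not taken as one from paired libraries: the osteoclast (adjusted p = 0.0166), NAD metabolism (0.0309) and circadian clock (0.00425) lists with MSU in WT, the osteoclast list with MSU in CD38KO (0.0126), the immediate early genes in CD38KO under MSU (0.0385) and the circadian clock list in the interaction of MSU and apigenin (0.0049). Some directions reversed. The log2FC of Cd38 with apigenin under MSU became −0.12 with both exact tests and the ratio of mean FPKM, −0.23 with library weights, −0.13, −0.12 and −0.12 by limma with 0.1, 0.5 and 1, and −0.15 without TMM factors. That of C1qa with apigenin alone became −0.11 with quantile normalization, and that of Casp1 in CD38KO under MSU −0.0185 with library weights. The interaction of MSU and CD38KO became −0.63 with library weights, −0.35 and −0.73 by limma with 0.5 and 1 and −0.71 with quantile normalization for Ch25h, and 0.0448 with WT groups of replicates 1 and 2 for Olr1. For Gpr176 the log2FC with MSU became 0.65 with WT groups of replicate 3 and 0.95 without WT non-treated replicate 2, and with apigenin −1.32 without WT + MSU + apigenin replicate 1, with ranges over the left-out libraries of −4.82 to 0.95 and −1.32 to 4.20. For Hnrnpa3 with apigenin it became −0.57 with WT groups of replicate 3. Among the lists that were not called, the direction reversed for the cell cycle with apigenin alone and under MSU (adjusted p = 0.934 and 0.985) and the sirtuins with apigenin under MSU (0.985) with an estimated correlation, and for the osteoclast list in CD38KO non-treated (0.736) and under MSU (0.879) with a replicate block.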

Differences from the paper's values

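The paper's text gives a fold threshold and no test for its counts of regulated genes, whereas the counts below require an adjusted p as well, so the thresholds differ. The paper counts 507 genes upregulated by MSU crystals in WT BMDMs, and 244 were called here. Of the alternatives set before the data were examined, the fold threshold alone (597), library weights (341), no fold threshold (440), quantile normalization (353) and an unadjusted p (461) came within 1.5 times the paper's value, and the other filters, scalings, limma settings, the pairwise fit, the replicate block and each left-out library did not. For genes downregulated by MSU the paper's count is 527, against 186 here. The fold threshold alone (682), library weights (386), no fold threshold (404) and an unadjusted p (359) came within that range and the others did not.

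The paper counts 401 of the upregulated genes as downregulated by apigenin, against 200 here, with the fold threshold alone (484), library weights (303), no fold threshold (352) and an unadjusted p (345) within 1.5 times and the others not. For genes upregulated by MSU and downregulated in CD38KO the paper's count is 207 (its deposited list holds 194), against 47 here, and for both apigenin and CD38KO it is 154, against 43 here. Only the fold threshold alone (241 and 188) and library weights (145 and 136) came within 1.5 times for these. The paper counts 48 genes downregulated by MSU and upregulated in CD38KO, against 16 here, with library weights (50), no fold threshold (49) and an unadjusted p (62) within 1.5 times and the others not.

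Other settings, chosen after seeing the values, also reached the paper's counts. With edgeR's exact test at an unadjusted p and the ratio of mean FPKM, on genes with 1 CPM in 3 libraries, there were 548 genes higher and 644 lower with MSU, 403 also lower with apigenin, 199 also lower in CD38KO and 142 lower in both, and this test dropped 36 of the 401, 18 of the 194 and 22 of the 154 genes of the paper's lists. For the genes lower with MSU it gave 92, 73 and 20 genes and dropped 12 of the paper's 64, 2 of its 48 and 2 of its 13. On the genes tested here the same exact test gave 360, 161 and 121 genes and dropped 68, 50 and 41 of the paper's genes. The counts of 161 and 121 and, for genes lower with MSU, 516 and 62 were also within 1.5 times the paper's. DESeq2, also chosen after seeing the values, came within 1.5 times with 368 genes higher with MSU, 285 of them lower with apigenin, and 37 genes lower with MSU and higher in CD38KO, and dropped 160 of the paper's 401 and 24 of its 48 genes.

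The paper names Steap4 as the top gene raised by MSU that was lower in CD38KO and with apigenin. For Steap4, Ch25h and Olr1 it also reports separate qRT-PCR with MSU and apigenin, and with MSU and NR, which the values here do not test. Here Steap4 was called with MSU and with apigenin, as in the paper. Over all genes called with MSU, 1 gene, Csf2, was ahead of it in log2FC. Csf2 is not in the authors' list of genes also lower with apigenin, so this does not contradict the paper's ranking. In CD38KO its log2FC was −4.24 (adjusted p = 0.122) and it was not called. Of the settings planned beforehand, limma at each of the 3 pseudocounts, library weights and quantile normalization called it there (adjusted p from 1.28e-05 to 0.00248). The paper names Ch25h and Olr1 as raised by MSU and lowered with apigenin and in CD38KO. Here Olr1 was called with MSU and with apigenin and had a log2FC of −1.05 in CD38KO (adjusted p = 0.217), where limma with 0.5 and with 1, library weights, quantile normalization and leaving out CD38KO + MSU replicate 2 called it (adjusted p from 0.000415 to 0.0434). Ch25h was called with apigenin, and not with MSU (log2FC 2.54, adjusted p = 0.0954) or in CD38KO (−2.85, adjusted p = 0.0801). The 3 limma settings, library weights, quantile normalization and leaving out CD38KO non-treated replicate 3 called it in both comparisons (adjusted p from 9.93e-06 to 0.0467), and the pairwise fit called it with MSU (0.0373). Of the settings chosen after seeing the values, both exact tests called Steap4, Ch25h and Olr1 in CD38KO and Ch25h with MSU, DESeq2 called Ch25h in both comparisons while dropping 119 of the paper's 194 genes, and WT groups of replicates 1 and 2 called Steap4 and Ch25h in CD38KO while dropping 162 of them.

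The paper names Gpr176 as the gene most lowered by MSU and as raised by apigenin and in CD38KO. It also reports separate qRT-PCR of Gpr176 with MSU and apigenin, and with MSU and NR, which the values here do not test. Here its log2FC of −4.20, 3.59 and 4.04 had the same directions, but it was not called in any of the 3 comparisons (adjusted p = 0.396, 0.223 and 0.395). With MSU, 11 of all tested genes had a lower log2FC, of which 1, Colec11, was called. The paper may rank Gpr176 among the genes that apigenin and CD38KO reversed, a set not ranked here. Both exact tests, chosen after seeing the values, called Gpr176 with MSU and in CD38KO at an unadjusted p. The paper lists osteoclast differentiation among the pathways raised by MSU and lowered by both, on KEGG gene sets that were not used here. The 10 tested genes used here are another list, whose result does not decide on that pathway. The osteoclast list used here was not called with MSU (adjusted p = 0.146) nor in CD38KO (0.718), and was called as lower with apigenin (0.0153), but not with an estimated correlation (0.734). The paper's discussion assigns its counts of reversed genes to apigenin and CD38KO differently from its results section, where counts for upregulated genes and counts for downregulated genes are paired. Here more genes were reversed with apigenin (200 and 76) than in CD38KO (47 and 16) in either direction. With library weights the order turned for genes lower with MSU, with 39 reversed with apigenin and 50 in CD38KO.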

Other observations

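The test of the fibroblast markers' correlation inside the test of a chromosome segment was added after its first value was seen, and the level of Gm29232 had been seen before it was tested; the other tests in this part were planned. In BMDMs without CD38, MSU crystals raised genes of the chemokine and cytokine lists. Of 21 tested chemokine genes, 7 were higher with MSU in CD38KO and none was lower (16 higher when adjusted over the list alone; fry adjusted p = 7.01e-06, adjusted p = 0.000281 with an estimated correlation), with Cxcl1 at a log2FC of 6.17 ± 0.67 (edgeR adjusted p = 0.00022) and Cxcl3 at 5.57 ± 0.50 (adjusted p = 7.83e-05). Of 15 cytokine genes 5 were higher (11 when adjusted over the list alone; fry adjusted p = 1.63e-05, adjusted p = 0.000784 with an estimated correlation), among them Il1b (4.39 ± 0.71, adjusted p = 0.00426). Genes of the integrated stress response rose as well, 5 of 15 (9 when adjusted over the list alone; fry adjusted p = 0.00158, adjusted p = 0.0291 with an estimated correlation), with Chac1, which degrades glutathione, at 2.69 ± 0.47 (adjusted p = 0.00952). The cholesterol synthesis list was lower, 4 of 21 (8 when adjusted over the list alone; fry adjusted p = 0.000225, adjusted p = 0.0106 with an estimated correlation). Before MSU, CD38KO BMDMs already had less of Cxcl5 (log2FC −4.03 ± 0.57, adjusted p = 0.000881), Cxcl1 (−2.98 ± 0.60, adjusted p = 0.00688), Il1b (−3.22 ± 0.67, adjusted p = 0.00907) and Csf1 (−2.39 ± 0.24, adjusted p = 0.000146). In that comparison the chemokine list was lower (5 of 21, with 1 higher; fry adjusted p = 0.00294, adjusted p = 0.0817 with an estimated correlation), and so was the fibroblast marker Pdgfra (−4.60 ± 0.67, adjusted p = 0.00108). The interaction of MSU and CD38KO called none of the 21 gene lists by fry and 1 with an estimated correlation, glycolysis and hypoxia (fry adjusted p = 0.0525, adjusted p = 0.0296 with an estimated correlation).

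Apigenin alone changed resting WT BMDMs. Of 22 genes of glycolysis and hypoxia 11 were higher and 2 lower (11 and 2 when adjusted over the list alone; fry adjusted p = 8.42e-06, adjusted p = 0.177 with an estimated correlation), with Pgk1, a glycolytic kinase, at a log2FC of 1.57 ± 0.20 (edgeR adjusted p = 2.98e-05), while Hk2 was lower (−1.53 ± 0.31, adjusted p = 0.000962). Of 21 immediate early genes 11 were lower (11 when adjusted over the list alone; fry adjusted p = 0.0134, adjusted p = 0.934 with an estimated correlation), among them Jund (−2.75 ± 0.25, adjusted p = 2.64e-06). Of 15 circadian clock genes 7 were lower and 2 higher (7 and 2 when adjusted over the list alone; fry adjusted p = 0.00212, adjusted p = 0.934 with an estimated correlation), with the clock repressor Nr1d2 at −2.41 ± 0.25 (adjusted p = 6.37e-06). Mrc1, the mannose receptor of alternatively activated macrophages, and Clec10a, another lectin, were higher (1.76 ± 0.28 and 2.70 ± 0.46, adjusted p = 0.000158 and 0.000284; Mrc1 at 0.69 with quantile normalization, not called), while that list of 11 genes was not called (fry adjusted p = 0.0848, adjusted p = 0.0171 with a replicate block; 4 higher and 1 lower). The genes of prostaglandin and leukotriene synthesis moved up (2 of 11 called; fry adjusted p = 7.6e-05, adjusted p = 0.331 with an estimated correlation), with Alox5ap at 1.52 ± 0.17 (adjusted p = 1.16e-05; 0.83 without TMM factors and 0.42 with quantile normalization, not called). Scaling by library totals moved the median of all genes in this comparison by −0.69, and several rises depend on the setting: Pgk1 was at 0.89 without TMM factors, 0.89 by limma at each of the 3 pseudocounts, 0.92 with library weights and 0.38 with quantile normalization, and was not called in these settings. C1qa, a complement gene of macrophages, turned from a log2FC of 1.22 to −0.11 with quantile normalization. The interaction of MSU and apigenin was lower for the cytokine list (5 of 15, 7 when adjusted over the list alone; fry adjusted p = 0.000613, adjusted p = 0.0113 with an estimated correlation) and for iron handling and ferroptosis (6 of 20, 8 when adjusted over the list alone; fry adjusted p = 0.000567, adjusted p = 0.0113 with an estimated correlation). Osm (−5.38 ± 0.81, adjusted p = 0.00613) and Vegfa (−2.95 ± 0.44, adjusted p = 0.00613) were among these genes and others whose rise with MSU was smaller with apigenin.

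Of the NAD-dependent sirtuins, Sirt3 fell with MSU in WT BMDMs (log2FC −1.09 ± 0.30, edgeR adjusted p = 0.0396), and its call was lost in 8 of the 18 fits that left out 1 library, with the highest adjusted p of 0.138 without WT + MSU replicate 1. Counting these fits, the call was lost in 18 of 35 other settings. Sirt3 was higher with apigenin under MSU (1.98 ± 0.31, adjusted p = 7.59e-05; 0.75 by limma on log2(FPKM + 0.5) and 0.85 with library weights, under the fold threshold) and was not called in CD38KO under MSU (0.42 ± 0.30, adjusted p = 0.458). The sirtuin list, 6 tested genes, moved down with MSU (1 lower; fry adjusted p = 0.014, adjusted p = 0.308 with an estimated correlation). Sod2, the mitochondrial superoxide dismutase gene, rose with MSU (1.27 ± 0.28, adjusted p = 0.0147; 0.0566 and 0.0678 without WT non-treated replicates 1 and 2) and was not called with apigenin (−0.46 ± 0.27, adjusted p = 0.161) or in CD38KO (−0.44 ± 0.27, adjusted p = 0.39). The NAD metabolism list, 18 tested genes with Nnt under 2 IDs, was not called with MSU (fry adjusted p = 0.0606), with apigenin under MSU (0.704) or in CD38KO under MSU (0.618). Bst1, the gene next to Cd38 that encodes a related NAD-consuming enzyme, was higher in non-treated CD38KO BMDMs (1.15 ± 0.13, adjusted p = 0.000309) and with apigenin alone (1.76 ± 0.13, adjusted p = 1.17e-06). With MSU in WT, the heat shock (fry adjusted p = 0.0113) and integrated stress response (0.00808) lists moved up and were not called with an estimated correlation (adjusted p = 0.158 and 0.095), and the cell cycle (0.832), circadian clock (0.0606), alternative activation (0.329) and aryl hydrocarbon receptor target (0.274) lists were not called by fry.

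A segment of another mouse strain around Cd38, carried along with the knockout, may add to the genes called in both CD38KO comparisons. Of the 61 tested genes within 10 megabases of Cd38, 5 were called in both (Bst1, Nsg1, Wfs1, Evc2 and Sod3), against 276 of the 11963 tested genes elsewhere, an odds ratio of 3.78 (two-sided Fisher's exact p = 0.0138). All but Bst1 follow the fibroblast markers across the WT libraries with a correlation above 0.5, and among the genes without such a correlation the numbers were 1 and 59, an odds ratio of 4.04 (two-sided Fisher's exact p = 0.227). The segment therefore cannot be told apart from the difference in fibroblast markers.

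Counts that differ by over 20-fold between the 3 libraries of a group, as for Gpr176, may come from reads assigned in turn to genes that overlap on the same strand. Of the 247 genes with such a range, 121 (49.0%) overlap another annotated gene on the same strand, against 2322 of 9768 other genes with at least 10 CPM (23.8%), an odds ratio of 3.08 (95% confidence interval 2.37 to 4.00, two-sided Fisher's exact p = 3.11e-17, where genes are not independent). More than 100 of the 247 genes do not overlap another gene, so this is at most a part of the explanation. For Gpr176 itself, the overlapping gene Gm29232 never held enough counts to make up the difference, although in 5 of the 6 conditions the library highest in Gpr176 was the lowest in Gm29232, an order that had been seen before it was counted.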
